# Expression profile and gap-junctional transfer of microRNAs in the bovine cumulus-oocyte complex

**DOI:** 10.3389/fcell.2024.1404675

**Published:** 2024-07-11

**Authors:** R. Six, C. Benedetti, Y. Fan, X. Guan, Y. Gansemans, Mohamed Hedia, O. Bogado Pascottini, K. C. Pavani, F. Van Nieuwerburgh, D. Deforce, K. Smits, A. Van Soom, L. Peelman

**Keywords:** miRNA, gap junction, bovine oocyte, intercellular communication, maturation, cumulus cells

## Abstract

MicroRNAs (miRNA) are important regulators of oocyte maturation, playing a key role in modulating gene expression both in a temporal- and spatial-specific manner. These small non-coding RNAs are involved in important processes during oocyte maturation, acting as messengers between the oocyte and its surrounding cumulus cells. Despite its significance, the bidirectional communication mechanism is still unknown. To test miRNA communication between oocyte and surrounding cumulus cells through the gap junctions the gap junctions were either blocked with carbenoxolone or not. MiRNA sequencing of oocytes at 1, 6, and 22 h of *in vitro* maturation was then performed. Among the differentially expressed miRNAs, bta-miR-21-5p, a regulator of cumulus cell viability and oocyte maturation, was the only previously known miRNA. Furthermore, by labeling a bta-miR-21-5p mimic with FAM, crossing of this miRNA through the gap junctions within the cumulus-oocyte complex could be visualized and internalization in the oocyte was confirmed by RT-qPCR. In conclusion, this study provides, for the first time, evidence that miRNA communication within the bovine cumulus-oocyte complex is enabled through the gap junctional network.

## 1 Introduction

MicroRNAs (miRNAs) are small non-coding RNAs involved in post-transcriptional regulation of genes. They bind to miRNA response elements that are mostly situated in the 3′ untranslated region of the target messenger RNAs (mRNAs). This binding leads to either mRNA degradation or translational repression. Many miRNAs are highly conserved across evolutionarily distant organisms and involved in various biological processes, including cell differentiation, proliferation, and apoptosis (Bartel, 2009). Based on these characteristics, miRNAs are suggested to play an important role in fundamental evolutionally conserved mechanisms, including oogenesis (Tesfaye et al., 2018).

During oogenesis, the maternal mRNA transcription is halted from the germinal vesicle break down until after fertilization when the embryonic genome is activated (Hale et al., 2020). This implies that finalization of the second meiosis and fertilization proceeds with the stored mRNAs and proteins from the early-stage oocyte. Therefore, it is suggested that post-transcriptional gene regulation is crucial during oocyte maturation. In consequence, as a class of the most important post-transcriptional gene regulators, miRNAs are probably also important during oocyte maturation (Abd El Naby et al., 2013).

Since miRNAs target both autocrine and paracrine mRNAs, they can be transported to surrounding cells (Sohel et al., 2013). This transport can occur either directly, using a network of gap junctions (GJ) (juxtacrine) or from a distance (autocrine, endocrine, or paracrine). The latter, which is defined as communication between nearby cells by secreting factors in the extracellular environment, can occur via extracellular vesicles (EVs) or vesicle-free, bounded to a protein (often AGO2) (Xie et al., 2023). Since micro-vesicle-based genetic communication is less efficient due to unavoidable dilutions in the extracellular environment, it is suggested that important cellular processes require GJ-dependent communication (Brink et al., 2012).

Within the ovarian follicle, communication occurs bidirectionally between the oocyte and the cumulus cells (Buccione et al., 1990). These cumulus cells (often called corona radiata cells) are the inner cells connected to the oocyte with GJ. GJ are intercellular connections formed by two connexons, which are assemblies of six connexins structured in a hemichannel. They allow passive diffusion of metabolites, ions, and second messengers up to a molecular mass of 1,5 kD between adjacent cells. Within the cumulus-oocyte complex (COC), GJ are present on thin membranous extensions originating from the cumulus cells connecting their cytoplasm with the oocyte. These extensions traverse the zona pellucida, a glycoprotein layer surrounding the oocyte, and are therefore called transzonal projections (TZP) (Baena and Terasaki, 2019).

In general, it is assumed that small molecules are exchanged by bidirectional communication through the GJ in bovine COCs. However, evidence of specific molecules passing through these TZP is lacking. In 2015, it was demonstrated that besides cAMP and purines (Thomas et al., 2004), nascent RNAs are crossing through these GJ (Macaulay et al., 2016). In the present study, we wanted to test the hypothesis that mature miRNAs are able to traverse through GJ in the bovine COC.

To investigate this hypothesis, we used the GJ blocker carbenoxolone (CBX) to study the miRNA content differences in oocytes with or without direct GJ contact with cumulus cells. Previous studies have demonstrated that CBX-treated oocytes induce a breakdown in gap junction communication between the oocyte and cumulus cells, resulting in a drop of cAMP levels within the oocyte and resumption of meiosis, as shown in rats (Sela-Abramovich et al., 2006), pigs (Appeltant et al., 2015), and cows (Li et al., 2016). However, CBX-blocked GJ communication negatively affects cumulus expansion, likely by reducing the concentration of oocyte-secreted factors in the cumulus cells. Furthermore, the early resumption of meiosis can negatively impact oocyte quality due to low levels of GSH, which is important during fertilization and sperm head condensation (Li et al., 2016). While the biological effects of CBX treatment on oocyte physiology are well-documented, its impact on miRNA communication within the COCs remains unexplored.

Therefore, this study focuses on the role of GJs in miRNA communication within the bovine COC, utilizing CBX to elucidate the mechanism. MiRNA sequencing was conducted to compare the miRNA content in oocytes with or without direct contact via GJ with the cumulus cells. Our objectives were to identify differentially expressed (DE) miRNAs between these groups at various stages of oocyte maturation and to visualize miRNA transfer through these GJ using a confocal microscope and carboxyfluorescein (FAM) labeled mimics. Furthermore, we aimed to validate these results with quantitative reverse transcription polymerase chain reaction (RT-qPCR) on cumulus cells originating from COCs where the oocytes were injected with the FAM-labeled mimics and cultured with or without the GJ blocker.

## 2 Results

### 2.1 Significantly differently expressed miRNAs after 1, 6 and 22 h of maturation time

Following UMI removal and de-duplication, each sample yielded between 1.9 and 13.4 million clean reads (with an average of 8.4 million). The mean quality Phred score per position consistently remained very high, exceeding 35 across all samples. A slight decline was observed towards the end of the read, typically after position 60, yet predominantly staying above 30. More information about the sequencing, including expression table and read count summary, are included in the Supplementary Material.

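MicroRNA libraries were made from bovine oocytes matured for 1, 6 or 22 h in 4 groups, with 3 libraries of 30 oocytes per group and time point, which gives 36 libraries. Control oocytes matured inside their cumulus-oocyte complexes (COCs), and the cumulus cells were removed before RNA isolation. The CBX group matured in the same way with 100 µM of carbenoxolone, a blocker of gap junctions. In the co-culture group (cocult), denuded oocytes shared the medium with COCs without contact, and in the DO group denuded oocytes matured alone. A further 3 libraries are labelled as control oocytes at 0 h. The authors removed adapters and duplicate reads by their unique molecular identifiers, aligned the remaining reads to the ARS-UCD1.2 genome, and counted them on mature miRNAs of miRBase and on miRNAs predicted by miRPro. The deposited values are these counts, without normalization, for 1030 known and 965 predicted miRNAs. The predicted miRNAs are named here by the number that the paper gives them, as in predicted miR-895. Between 18796 and 175429 counts fell on miRNAs in the 36 libraries, with a median of 74429. The median total was 94375 in the control group and 87344 in the CBX group at 22 h, but the second CBX replicate at 22 h held 18796 counts. Deduplicated reads numbered between 1931861 and 13431853 per library, and the miRNA counts corresponded to 0.304% to 1.34% of that number. Some predicted miRNAs repeat the counts of others, so these percentages exceed the share of distinct reads. The 10 miRNAs with the most counts held 38.6% to 50.3% of a library. A floor of 3 counts corresponded to between 17.1 and 159.6 CPM (counts scaled to the same library total). The floor covers counting error only. Replicates of a condition differed by more than sampling noise in all 39 pairs (chi-square per degree of freedom between 3.86 and 17.1).
Each comparison was fitted on its own 6 libraries with edgeR's TMM normalization and quasi-likelihood F-test. The replicate number served as a block, in place of the ovary pool that the paper names as batch, and low counts were filtered with filterByExpr. An miRNA was called differentially expressed (DE) at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Libraries with the same replicate number deviated from their group means together, with a correlation between 0.088 and 0.42 over the 18 comparisons (median 0.28). The paper's own count table holds 715 of the 965 predicted miRNAs, with the same counts. Of the 250 others, 199 repeat the counts of a miRNA in the paper's table in every library.

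**Figure D1:**
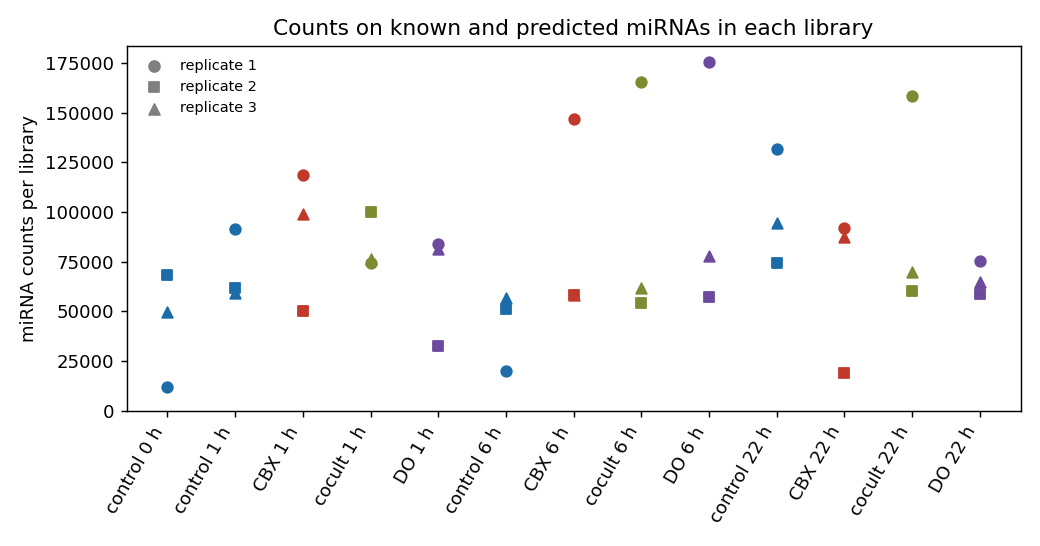
Counts on known and predicted miRNAs in each of the 39 libraries (vertical axis, counts per library) by condition. Each symbol is one library and its shape gives the replicate number, and the lowest library of the 22 h groups is the second CBX replicate with 18796 counts.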

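Over the 18 comparisons between groups at 1, 6 and 22 h, 21 calls passed the threshold, and they comprised 19 named miRNAs. Some of these share their counts in every library and are not separate measurements. In CBX against DO, the 7 calls at 1 h had 6 distinct count profiles, and the 10 calls at 6 h had 8. All replicate pairs changed in the same direction in 15 of the 21 calls, and 1 pair went the other way in the remaining 6. Apart from leaving out a replicate, the setting that moved the calls at 1 h and 22 h most was the absence of a low-count filter, with 38 calls over the 6 comparisons at 1 h and 29 at 22 h. Without the replicate block, the calls numbered 0 at 1 h, 0 at 6 h and 4 at 22 h, where the 18 fits without the block gave between 1 and 31 miRNAs with an unadjusted p-value under 0.05.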

Differentially expressed miRNAs in the comparisons between the four groups at the three timepoints are summarized in Table 1. 

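At 1 h, 1313 of the deposited miRNAs had at least 1 count in at least 1 of the 12 libraries, and 398 of these were known miRNAs. In all 4 groups, 1041 miRNAs were detected, and 113 were found in a single group. Restricted to the miRNAs of the paper's count table, 1066 miRNAs were detected in at least 1 group and 802 in all groups. When a count in every library of a group was required, 682 deposited miRNAs were detected in all groups at 1 h.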

After 1 h of maturation, 1,066 unique miRNAs were expressed in one or more experimental groups and 802 miRNAs were expressed in all groups as shown in the Venn diagram (Supplementary Figure S1). The CBX group compared with the co-culture group had 373 reliable expressed miRNAs. 

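For the CBX group against the co-culture group at 1 h, 124 known and 362 predicted miRNAs of the deposited table passed the low-count filter. The same filter retained 373 of the miRNAs in the paper's count table.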

Only one miRNA was significantly downregulated in the co-culture group compared to CBX: bta-novel-miR-79 (Supplementary Figure S2; Supplementary Table S1). 

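At 1 h, predicted miR-79 was at 2274 ± 610 TMM-normalized CPM (SD, n = 3) in the CBX group and at 644 ± 533 (SD, n = 3) in the co-culture group. Its log2 fold change was -2.02 (standard error 0.32, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in 3 of 3 replicate pairs. An exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. No miRNA passed the threshold in this comparison, and 18 had an unadjusted p-value under 0.05. With the robust quasi-likelihood option of edgeR the adjusted p-value of predicted miR-79 was 0.0018, and without the replicate block it was 0.997.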

Comparing the CBX group with the DO group, two miRNAs were DE out of 363 features: bta-novel-miR-559 and bta-miR-206, both downregulated in the DO group (Supplementary Figure S3; Supplementary Table S2). 

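In the CBX group against the DO group at 1 h, 479 deposited miRNAs were tested and 7 passed the threshold, 2 higher and 5 lower in the DO group. Predicted miR-559 was at 5895 ± 3315 TMM-normalized CPM (SD, n = 3) in the CBX group and 1951 ± 1307 (SD, n = 3) in the DO group, a log2 fold change of -1.70 (standard error 0.36, adjusted p = 9.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with 3 of 3 pairs lower. Predicted miR-560 has the same counts as predicted miR-559 in each of the 39 libraries, so the pair is one measurement. Predicted miR-835, which is absent from the paper's count table, had a log2 fold change of -1.78 (standard error 0.37, adjusted p = 9.0e-04 from the same edgeR test). The counts of bta-miR-206 were 2, 12 and 89 in the CBX replicates and 3, 1 and 11 in the DO replicates. Its log2 fold change was -2.23 (standard error 0.53, adjusted p = 0.0051 from the same edgeR test), and the first pair changed in the opposite direction. Predicted miR-515 was higher in the DO group (log2 fold change 1.38, standard error 0.39, adjusted p = 0.045 from the same edgeR test) in 2 of 3 pairs. Without the replicate block none of the 479 miRNAs passed the threshold, and 15 had an unadjusted p-value under 0.05.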

In the four other comparisons in the 1-h group (control vs. CBX, control vs. cocult, control vs. DO, and cocult vs. DO), no significantly DE miRNAs were identified.

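None of the miRNAs passed the threshold at 1 h in control against CBX, control against co-culture, control against DO or co-culture against DO. The numbers with an unadjusted p-value under 0.05 were 11 of 448 for control against CBX, 10 of 443 for control against co-culture, 15 of 439 for control against DO, and 22 of 465 for co-culture against DO. The smallest adjusted p-value from edgeR was 0.997 in control against CBX and 0.591 in co-culture against DO. When known and predicted miRNAs were filtered and adjusted separately, 7 miRNAs passed the threshold in co-culture against DO. In the absence of a low-count filter, 11 passed in control against CBX and 11 in control against co-culture. There, 7 passed in control against DO and 7 in co-culture against DO.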

**TABLE 1:** The differentially expressed miRNAs in all intra-group comparisons after 1, 6, and 22 h of maturation.

	1 h	6 h	22 h
Control vs. CBX			bta-novel-miR-895
			bta-novel-miR-906
			bta-miR-21-5p
			bta-novel-miR-162
			bta-novel-miR-364
Control vs. Cocult			
Control vs. DO			bta-novel-miR-906
			bta-novel-miR-321
			bta-novel-miR-318–0
			bta-novel-miR-432
			bta-novel-miR-672
			bta-novel-miR-879
CBX vs. Cocult	bta-novel-miR-79		
CBX vs. DO	bta-novel-miR-559 bta-miR-206	bta-novel-miR-824	bta-novel-miR-895
		bta-novel-miR-485	
		bta-novel-miR-318–0	
		bta-novel-miR-484	
		bta-novel-miR-457	
Cocult vs. DO		bta-novel-miR-137	
		bta-novel-miR-672	

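In the CBX group against the DO group at 6 h, 10 miRNAs passed the threshold, all of them lower in the DO group, and they had 8 distinct count profiles. Predicted miR-485 fell from 3302 ± 2073 TMM-normalized CPM (SD, n = 3) in the CBX group to 1243 ± 520 (SD, n = 3) in the DO group, with a log2 fold change of -1.23 (standard error 0.25, adjusted p = 4.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Predicted miR-824 had a log2 fold change of -1.41 (standard error 0.29, adjusted p = 4.2e-04, same edgeR test). For predicted miR-484, whose counts are identical to those of predicted miR-486 and miR-504 in all 39 libraries, it was -1.40 (standard error 0.33, adjusted p = 0.0023, same edgeR test). Predicted miR-318-0 changed by -1.11 (standard error 0.28, adjusted p = 0.0045, same edgeR test) and predicted miR-457 by -1.19 (standard error 0.31, adjusted p = 0.0056, same edgeR test). Each of these miRNAs was lower in 3 of 3 pairs. Another of the 10, bta-miR-155, was lower in 2 of 3 pairs (log2 fold change -1.14, standard error 0.29, adjusted p = 0.0054, same edgeR test), and with the robust option its adjusted p-value was 0.70. An exact two-sided permutation test that ignored the pairs gave p = 0.1, the smallest possible, for predicted miR-318-0 and predicted miR-457, 0.2 for predicted miR-484, and 0.3 for predicted miR-485 and predicted miR-824. Without the replicate block, 0 miRNAs were called, and 12 had an unadjusted p-value under 0.05.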

Similar to the 1-h maturation comparison, five miRNAs were downregulated in the DO group compared with the CBX group after 6 h maturation: bta-novel-miR-824, bta-novel-miR-485, bta-novel-miR-318-0, bta-novel-miR-484, and bta-novel-miR-457 (Supplementary Figure S4; Supplementary Table S3). 

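For the CBX and DO groups at 6 h, 426 of the deposited miRNAs passed the low-count filter, 112 known and 314 predicted. Of the miRNAs in the paper's count table, 327 did.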

In total, 327 miRNAs were expressed in both DO and CBX groups. In the co-culture versus DO group, 326 miRNAs were expressed, of which two were DE: one down-regulated (bta-novel-miR-137) and one upregulated (bta-novel-miR-672) in the DO group (Supplementary Figure S5; Supplementary Table S4). 

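For the co-culture group against the DO group at 6 h, 423 deposited miRNAs were tested (326 of those in the paper's count table), and 2 passed the threshold. Predicted miR-672 rose from 108 ± 70.5 TMM-normalized CPM (SD, n = 3) in the co-culture group to 393 ± 395 (SD, n = 3) in the DO group. Its log2 fold change was 1.93 (standard error 0.42, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2 of 3 pairs were higher. Predicted miR-432 also passed, with a log2 fold change of 1.99 (standard error 0.44, adjusted p = 0.019 from the same edgeR test) and 2 of 3 pairs higher. Predicted miR-137 was lower in the DO group in 3 of 3 pairs (log2 fold change -1.41, standard error 0.36) with an adjusted p-value of 0.075 from the same edgeR test, and it passed the threshold among the miRNAs of the paper's count table alone. With the replicate block left out, none were called, and 10 had an unadjusted p-value under 0.05.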

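At 6 h, no miRNA passed the threshold in control against CBX, control against co-culture, control against DO or CBX against co-culture. An unadjusted p-value under 0.05 was found for 7 of 395 miRNAs in control against CBX, 14 of 393 in control against co-culture, 15 of 388 in control against DO and 21 of 417 in CBX against co-culture. The control group at 6 h included the library with the lowest total of that time point, 20180 counts, where 3 counts correspond to 148.7 CPM.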

Similar as in the 1-h group, four comparisons did no yield any significantly DE miRNAs after 6 h of maturation (control vs. CBX, control vs. cocult, control vs. DO, and CBX vs. cocult, Table 1). 

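At 6 h, 1315 deposited miRNAs had at least 1 count in at least 1 library, and 1022 were detected in all 4 groups. For the miRNAs of the paper's count table these numbers were 1069 and 784. A count in every library of each group was found for 596 deposited miRNAs.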

Overall, 784 miRNAs were expressed in all groups which is depicted in the Venn diagram in Supplementary Figure S6.

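At 22 h, 1319 deposited miRNAs (408 known and 911 predicted) had at least 1 count in at least 1 of the 12 libraries, and 1042 had a count in all 4 groups. Of the miRNAs in the paper's count table, 1073 were detected in at least 1 group and 802 in all 4. By group, 1198 deposited miRNAs were detected in the control group, 1146 in CBX, 1185 in co-culture and 1140 in DO.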

Micro RNA sequencing revealed 1,073 unique miRNAs expressed in all groups after 22 h of oocyte maturation and 802 miRNAs were expressed in all different experimental groups as shown in the Venn diagram (Figure 1A). 

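In the control group against the CBX group at 22 h, 474 deposited miRNAs were tested, 120 known and 354 predicted, against 371 of the miRNAs in the paper's count table. None passed the threshold under edgeR's quasi-likelihood test, and 50 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.072. With the robust option of that test, listed among the alternatives beforehand, 6 miRNAs passed. With the robust option and the miRNAs of the paper's count table, which was chosen after the values had been seen, 5 passed. These were the 5 that the paper names. In that setting, 0 of the paper's 22 adjusted p-values and 0 of its 18 numbers of differentially expressed miRNAs differed, by the rule given with the differences from the paper. The paper's methods do not mention the robust option. Without the replicate block, 0 passed and 19 had an unadjusted p-value under 0.05.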

Comparing the CBX group with the control group, five DE miRNAs were found out of the 371 expressed miRNAs in both groups (Figure 1B). 

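At 22 h, bta-miR-21-5p was at 8975 ± 1259 TMM-normalized CPM (SD, n = 3) in the control group and 4209 ± 789 (SD, n = 3) in the CBX group. The log2 fold change was -1.08 (standard error 0.22, adjusted p = 0.18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in 3 of 3 pairs, and an exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. With each replicate left out in turn, the log2 fold change stayed between -1.30 and -0.87. Library sizes taken from the deduplicated reads moved it most, to -1.74, where the median of all miRNAs shifted by -0.65. With the robust option the adjusted p-value was 0.030, and with the robust option and the miRNAs of the paper's count table it was 0.040.
Predicted miR-895 had 23, 35 and 47 counts in the control replicates and 2, 1 and 6 in the CBX replicates, a log2 fold change of -2.89 (standard error 0.38, adjusted p = 0.072 from the same edgeR test). Predicted miR-906 fell from 1867 ± 589 to 428 ± 184 CPM (SD, n = 3 per group), a log2 fold change of -2.04 (standard error 0.35, adjusted p = 0.12 from the same edgeR test). Predicted miR-162 rose from 3091 ± 717 to 7231 ± 1107 CPM (SD, n = 3 per group), a log2 fold change of 1.24 (standard error 0.18, adjusted p = 0.072 from the same edgeR test). Predicted miR-364 had 4, 13 and 2 counts in the control replicates and 35, 13 and 8 in the CBX replicates, a log2 fold change of 2.56 (standard error 0.46, adjusted p = 0.12 from the same edgeR test). Each of these miRNAs changed in the same direction in all 3 pairs. With the robust option of edgeR's test the adjusted p-values were 0.0083 for predicted miR-895, 0.0083 for predicted miR-162, 0.017 for predicted miR-906 and 0.029 for predicted miR-364.

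**Figure D2:**
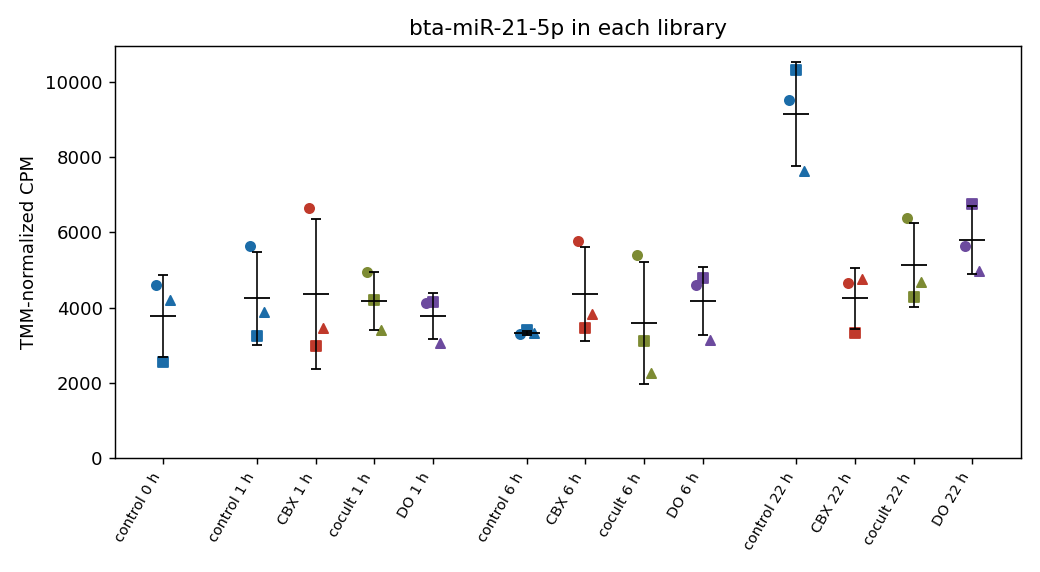
bta-miR-21-5p (vertical axis, CPM normalized by TMM over all 39 libraries) in each library by group and time point. Symbols are libraries (circle, square and triangle for replicates 1, 2 and 3), and the bars give the mean and SD of 3 libraries. The 3 control libraries at 22 h lie above every library of the other groups.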

Three miRNAs (bta-novel-miR-895, bta-novel-miR-906 and bta-miR-21-5p) were downregulated and two (bta-novel-miR-162 and bta-novel-miR-364) were upregulated in the CBX group (Figure 1C; Supplementary Figure S7). 

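In the control group against the DO group at 22 h, 445 deposited miRNAs were tested and none passed the threshold, while 34 had an unadjusted p-value under 0.05. Predicted miR-906 fell from 1847 ± 540 to 669 ± 148 TMM-normalized CPM (SD, n = 3 per group), a log2 fold change of -1.43 (standard error 0.27, adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Predicted miR-321 fell from 2031 ± 1295 to 935 ± 285 CPM (SD, n = 3 per group), a log2 fold change of -1.01 (standard error 0.29, adjusted p = 0.38 from the same edgeR test). Both were lower in 3 of 3 pairs. Without the replicate block 4 miRNAs passed the threshold, among them predicted miR-906 with an adjusted p-value of 0.040.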

In the comparison between control vs. DO, bta-novel-miR-906 was also downregulated in the DO group, as well as bta-novel-miR-321. Four miRNAs were upregulated in the DO group: bta-novel-miR-318-0, bta-novel-miR-432, bta-novel-miR-672, and bta-novel-miR-879 (Supplementary Figure S8; Supplementary Table S5). 

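In the same comparison, predicted miR-318-0 was at 733 ± 383 TMM-normalized CPM in the control group and 1715 ± 856 in the DO group (SD, n = 3 per group), a log2 fold change of 1.19 (standard error 0.28, adjusted p = 0.26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Predicted miR-879 rose from 173 ± 84.1 to 431 ± 34.2 CPM, a log2 fold change of 1.42 (standard error 0.36, adjusted p = 0.27 from the same edgeR test). The log2 fold change was 1.57 for predicted miR-672 (standard error 0.48, adjusted p = 0.43) and 1.53 for predicted miR-432 (standard error 0.50, adjusted p = 0.51), from the same edgeR test. Counts were low for these last miRNAs, with 19, 5 and 16 in the control replicates for predicted miR-672 and 29, 12 and 13 for predicted miR-432. All 4 were higher in 3 of 3 pairs after normalization. In the third pair the log2 difference was only 0.067 for predicted miR-672 and 0.073 for predicted miR-432. Their counts in the third DO replicate were 11 and 9, below those of the third control replicate. With the robust option, predicted miR-318-0, predicted miR-319 and predicted miR-906 passed the threshold. With the robust option and the miRNAs of the paper's count table, chosen after the values had been seen, 6 miRNAs did. These were the 6 that the paper names.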

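For predicted miR-895 at 22 h, the counts were 2, 1 and 6 in the CBX replicates and 19, 52 and 49 in the DO replicates, or 49.0 ± 24.6 and 664 ± 355 TMM-normalized CPM (SD, n = 3 per group). The log2 fold change was 3.57 (standard error 0.42, adjusted p = 0.025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 3 pairs higher in the DO group. It was the single miRNA of 431 to pass the threshold. With each replicate left out in turn, the log2 fold change lay between 3.45 and 3.64, and 2 of the 3 fits called it. The replicate block was needed for the call, since without it the adjusted p-value was 0.18.

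**Figure D3:**
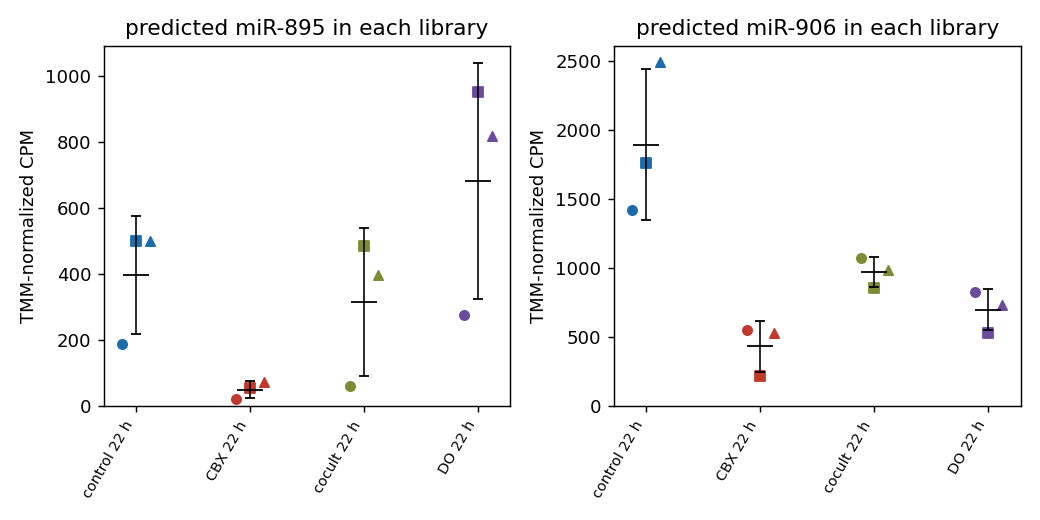
Predicted miR-895 (left) and predicted miR-906 (right) in each library at 22 h (vertical axis, CPM normalized by TMM over all 39 libraries) by group. Symbols are libraries (circle, square and triangle for replicates 1, 2 and 3), and the bars give the mean and SD of 3 libraries. In both panels the 3 CBX libraries lie below the 3 control libraries.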

Bta-miR-novel-895 was downregulated in the CBX group compared with the DO group (Supplementary Figure S9; Supplementary Table S6). The other three comparisons (control vs. cocult, CBX vs. cocult, and cocult vs. DO) did not result in any significantly DE miRNAs. 

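At 22 h, CBX against co-culture gave 0 calls (28 of 447 miRNAs had an unadjusted p-value under 0.05), and co-culture against DO gave 0 calls (30 of 420). In control against co-culture, 1 of 464 miRNAs passed the threshold. This was bta-miR-155, with 840, 911 and 361 counts in the control replicates and 327, 95 and 204 in the co-culture replicates, a log2 fold change of -1.67 (standard error 0.29, adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3 of 3 pairs lower. With the robust option its adjusted p-value was 0.993 and the comparison had 0 calls, with 29 miRNAs at an unadjusted p-value under 0.05.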

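Table S7 lists 18 predicted miRNAs, and 16 of them are among those that the paper names as differentially expressed. Their positions are on ARS-UCD1.2. Predicted miR-895 (GCGCCCCCGGGGCCGCGG) lies on the plus strand of chromosome 9 from 93405029 to 93405136, and its counts ranged between 1 and 52 over the 39 libraries. Predicted miR-906 (GAGGGAUCCCUGCCUAGCGGG) lies on the minus strand of the mitochondrial genome from 16169 to 16279 (4 to 291 counts). Predicted miR-162 (UCCAUCUGGACGGCUUGGCAUUGGG) lies on chromosome 13 from 76526680 to 76526794 (42 to 665 counts), and predicted miR-364 (GGGCGCGAAGCGGGGCUG) on chromosome 19 from 56554303 to 56554410 (0 to 35 counts), both on the minus strand. Predicted miR-318-0 (GCGCGCCCCCGCCGCGCG, chromosome 17, 69639696 to 69639803) and predicted miR-559 (GGCGCGCCCCCGCCGCGC, chromosome 27, 6219131 to 6219238) have near-identical mature sequences, as have predicted miR-484 (GGGGGUGUAGCUCAGUGG, 30149569 to 30149678) and predicted miR-485 (GGGGAUGUAGCUCAGUGG, 30170729 to 30170841) on chromosome 23. Reads of such sequences might be divided between copies by the counting. Whether they were was not tested, so their counts are taken as uncertain. Overlap of the predicted miRNAs with fragments of tRNA or rRNA was not examined, so they may not all be miRNAs. The counts of predicted miR-484 equalled those of 2 other deposited predicted miRNAs in every library, and those of predicted miR-559 equalled those of 1.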

The genomic location and predicted seed region of the DE novel miRNAs are included in Supplementary Table S7.

**FIGURE 1:**
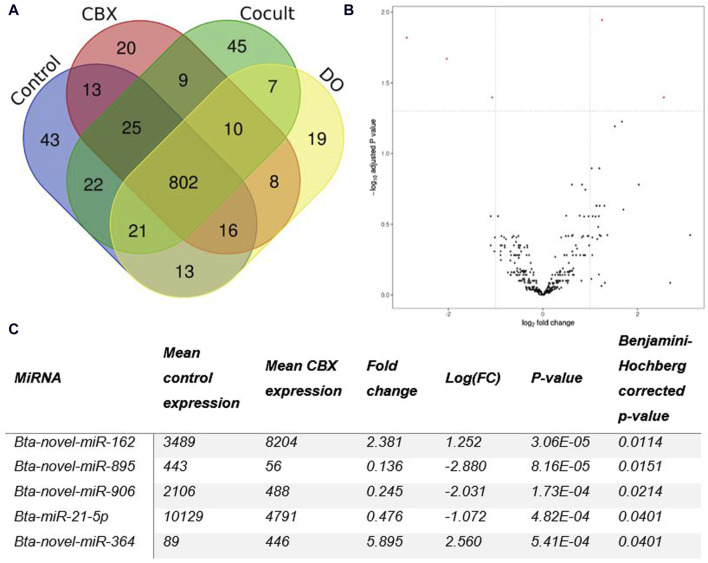
**(A)** A Venn diagram illustrating the number of miRNAs present in each group of oocytes after 22 h of maturation. **(B)** The differentially expressed miRNAs between the control group and the CBX group after 22 h of maturation are shown in a Volcano plot. Five statistically significant results (PAdj < 0.05 and |log2FC| ≥ 1) (red dots) were found: three down- and two up-regulated in the CBX group. **(C)** The table shows the details about the number of reads, fold change, and *p*-values for each of the five statistically significant miRNAs detected in the CBX group compared to the control group after 22 h of maturation. (CBX, carbenoxolone; Cocult, co-culture group; DO, denuded oocytes; FC, fold change).

Intra-group comparisons were conducted at each time point (0, 6, and 22 h) during oocyte maturation, resulting in a total of six comparisons across all groups. 

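Between the control and co-culture groups, the smallest adjusted p-value from edgeR's quasi-likelihood test was 0.953 at 1 h and 0.846 at 6 h. For bta-miR-155, the miRNA past the threshold at 22 h, the log2 fold change was -0.53 at 1 h (standard error 0.44) and -1.09 at 6 h (standard error 0.54), and 2 of 3 pairs were lower at each of these time points. Among the miRNAs of the paper's count table with the robust option, chosen after the values had been seen, the comparison had 0 calls at each time point, and 7, 11 and 20 miRNAs had an unadjusted p-value under 0.05 at 1, 6 and 22 h.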

Notably, only one comparison revealed no DE miRNAs at all time points: control vs. co-culturing groups (Table 1). 

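Between 1 h and 22 h, 2 of 455 miRNAs passed the threshold in the control group, 8 of 442 in the DO group, and none in the CBX group (60 of 488 with an unadjusted p-value under 0.05) or the co-culture group (26 of 440). In the control group bta-miR-155 rose from 26, 29 and 10 counts at 1 h to 840, 911 and 361 at 22 h, a log2 fold change of 4.64 (standard error 0.25, adjusted p = 2.3e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with 3 of 3 pairs higher. In the same group bta-miR-21-5p rose from 4384 ± 1302 to 9222 ± 1431 TMM-normalized CPM (SD, n = 3 per time point), a log2 fold change of 1.10 (standard error 0.21, adjusted p = 0.015 from the same edgeR test). For bta-miR-155 in the DO group the log2 fold change was 4.41 (standard error 0.33, adjusted p = 1.9e-05 from the same edgeR test). It was 2.59 in the CBX group (standard error 0.74, adjusted p = 0.34, same edgeR test) and 3.40 in the co-culture group (standard error 0.53, adjusted p = 0.090, same edgeR test), with 3 of 3 pairs higher in each. Predicted miR-559 rose by 3.08 on the log2 scale in the DO group (standard error 0.32, adjusted p = 2.1e-04, same edgeR test), and predicted miR-723 fell by 1.13 (standard error 0.24, adjusted p = 0.035, same edgeR test), each in 3 of 3 pairs. In the same order of time points bta-miR-21-5p changed by -0.01 in the CBX group, by 0.26 in the co-culture group and by 0.52 in the DO group, none of which passed the threshold. Without the replicate block, bta-miR-155 was called in the control, co-culture and DO groups. The bta-miR-21-5p call in the control group was lost without the block (adjusted p = 0.38 from edgeR). It was also lost with DESeq2 (adjusted p = 0.063) and with library sizes from the deduplicated reads (adjusted p = 0.26 from edgeR). In all, 10 of 13 alternatives that kept all replicates called bta-miR-21-5p there.

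**Figure D4:**
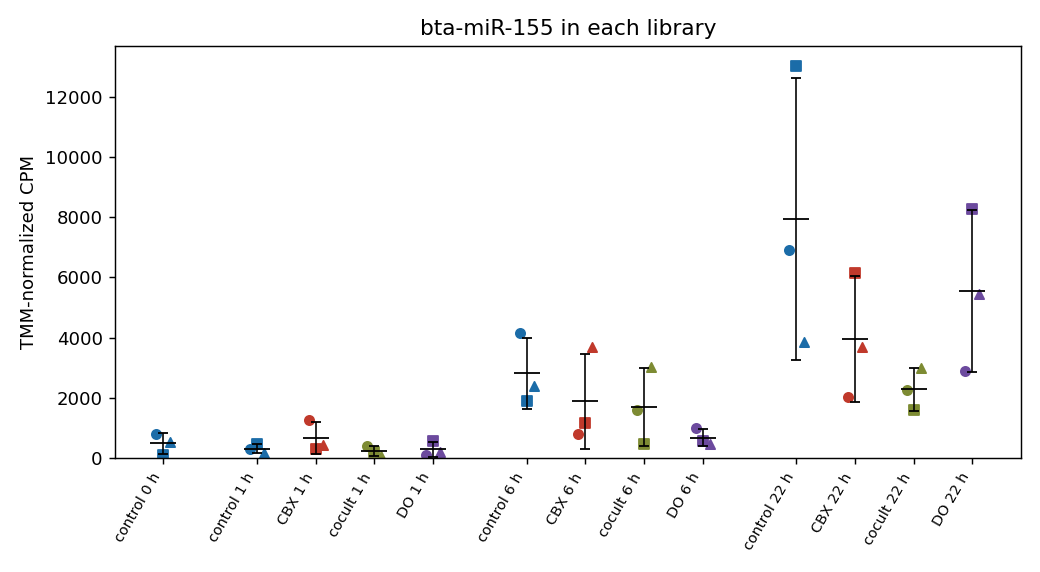
bta-miR-155 (vertical axis, CPM normalized by TMM over all 39 libraries) in each library by group and time point. Symbols are libraries (circle, square and triangle for replicates 1, 2 and 3), and the bars give the mean and SD of 3 libraries. The libraries at 22 h lie above those of the same group at 1 h.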

DE analysis was conducted across various time points within each group. However, the findings from this analysis do not significantly contribute to this article’s content and will be presented in another paper.

### 2.2 Pathway analysis

Candidate target genes were predicted for the significantly differentially expressed miRNAs in each inter-group comparison across various time points followed by pathway analysis based on the KEGG database and the GO terms. Supplementary Table S8 provides a comprehensive list of the KEGG terms identified in each comparison encompassing DE miRNAs with their indicative *p*-value.

In the comparison between control vs. DO group, six DE miRNAs were detected after 22 h of maturation, which resulted together in 36 overrepresented KEGG terms with the lowest *p*-value for “Human cytomegalovirus infection” and “Mannose type O-glycan synthesis.” Overrepresented pathway maps encompassed categories such as “Cancer,” “Signal Transduction,” “Immune System,” and “Endocrine System.” For the pathway analysis based on the GO terms, 145 terms were overrepresented for biological process, 22 for cellular components and 47 for molecular function. The corresponding heatmaps are included in the Supplementary Figures S10–S12. Another comparison between two control groups yielded two DE miRNAs, here after 6 h of maturation: co-culture vs. DO. Only five KEGG terms were overrepresented, with “DNA replication” and “microRNAs in cancer” as top hits. Furthermore, 82 KEGG terms were overrepresented for biological process, 21 for cellular component, and 29 for molecular function (Supplementary Figures S13–S15).

The three comparisons with CBX, all yielded DE miRNAs. For the comparison between CBX and co-culture, only one timepoint had one significant DE miRNA: 1 h of maturation. Pathway analysis on the candidate targets of this one miRNA, resulted in five overrepresented KEGG terms with “NF kappa B signaling pathway” as most prominent. GO-term analysis resulted in 40 overrepresented terms for biological process, and twelve for both cellular component and molecular function (Supplementary Figures S16–S18). Additionally, the comparison between CBX and DO yielded significant DE miRNAs in all time points. After 1 h of maturation, four KEGG terms were overrepresented, with “chemical carcinogenesis” being the top hit. After 6 h of maturation, 37 KEGG terms were overrepresented, with “pathways in cancer” having the lowest *p*-value. After 22 h of maturation, four KEGG terms were overrepresented, with “cholesterol metabolism” being the most prominent. For the GO terms for the 1-h maturation group, 84 were overrepresented for biological process, and both thirteen for molecular function and cellular component (Supplementary Figures S19–S21). Furthermore, after 6 h of maturation 97, 14, and 29 GO terms were overrepresented for biological process, cellular component, and molecular function, respectively (Supplementary Figures S22–S24). Similar for the 22-h group, 39, 7, and 15 GO terms were overrepresented for biological process, cellular component, and molecular function, respectively (Supplementary Figures S25–S27).

In particular, the comparison between the control group and the CBX group after 22 h of maturation was prioritized for subsequent analysis due to the specific interest in GJ functionality during oocyte maturation. “Th1 and Th2 cell differentiation,” “synaptic vesicle cycle,” and “mucin type O-glycan production” were the top hits among the nine KEGG pathways that were overrepresented (Figure 2B). One hundred and sixteen biological processes were overrepresented, according to the GO-term analysis, with “cellular water homeostasis” and “regulation of natural killer cell activation” as most prominent. All GO terms, including their indicative *p*-value are listed in Supplementary Table S9. The corresponding heatmap is shown in Figure 2A. The GO terms for cellular component and molecular function are listed in Supplementary Tables S10, S11, with their corresponding heatmaps in Supplementary Figures S28, S29, respectively. “GPI anchor transamidase complex” was the first GO term out of eleven significant GO terms for cellular component, and “water channel activity” had the lowest *p*-value from the 37 significantly overrepresented GO terms for molecular function.

**FIGURE 2:**
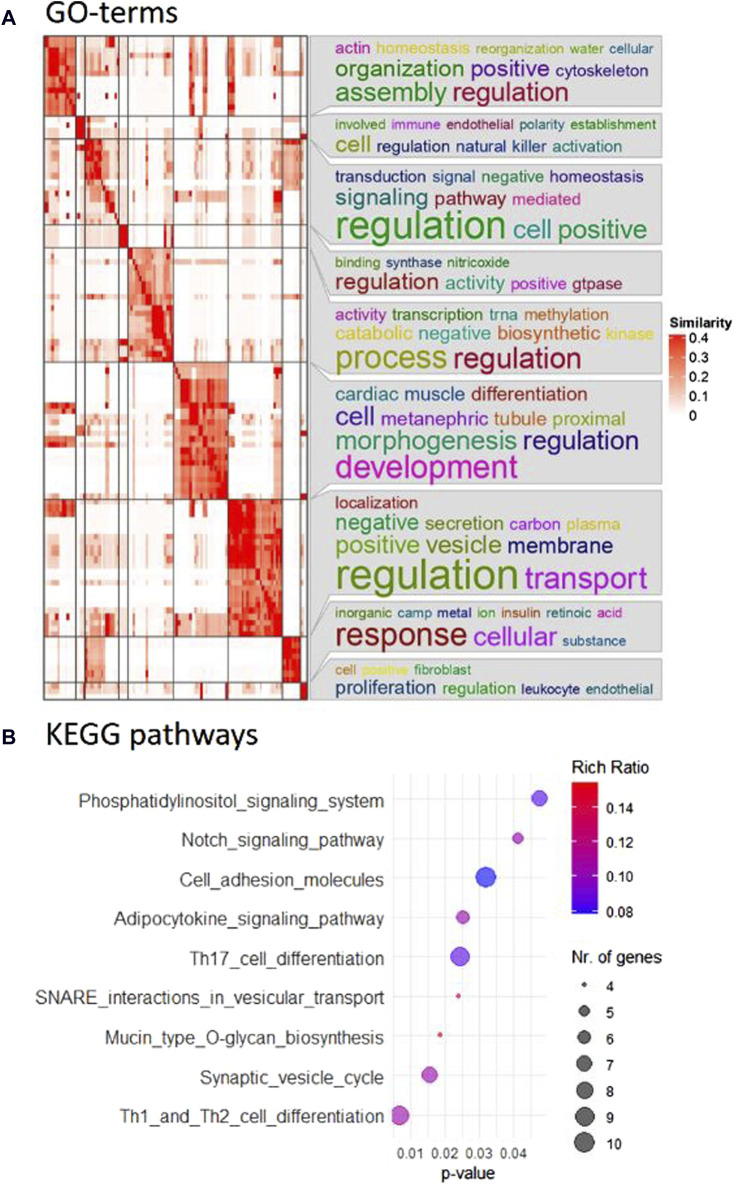
**(A)** Pathway analysis revealed 116 overrepresented biological processes. Using simplifyEnrichment in R, the corresponding GO terms were semantically clustered and represented in a heatmap. The word cloud annotation on the right side summarizes the functions of each cluster with keywords based on GO background vocabulary and font size representing significance. The color gradient from white to red corresponds to the similarity between 0–0.4. **(B)** Nine KEGG pathways were identified as overrepresented in the comparison between control and CBX groups after 22 h maturation and are included in this bubble chart. The color gradient, from blue to red, represents the rich ratio from 0.08–0.016, and the size of the bubbles represents the number of candidate genes for the differentially expressed miRNAs that were linked to these KEGG terms.

### 2.3 Labeled bta-miR-21-5p mimics cross through the gap junctions

Among the five DE miRNAs identified in the comparison between the control and CBX groups after 22 h of maturation, only one, bta-miR-21-5p, had been previously described. Consequently, this particular miRNA was chosen as a proof-of-concept for the GJ functionality experiments.

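At 22 h, bta-miR-21-5p was also lower than in the control group in the co-culture group (log2 fold change -0.86, standard error 0.18, adjusted p = 0.016 from edgeR's quasi-likelihood test) and in the DO group (-0.68, standard error 0.15, adjusted p = 0.21 from the same edgeR test), in 3 of 3 pairs each. Neither change reached the fold-change threshold. Between the CBX group and the other groups, the log2 fold change was 0.27 for co-culture (standard error 0.19) and 0.41 for DO (standard error 0.24), and neither passed the threshold.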

By injecting FAM-labeled bta-miR-21-5p mimics into the oocytes before entering the maturation process, with or without the presence of CBX, the intracellular trafficking of microRNAs through GJ could be elucidated. RT-qPCR analysis unveiled a four-fold elevation (*p* = 0.001) in the levels of bta-miR-21-5p within the cumulus cells of COCs that received the bta-miR-21-5p mimic injection as compared to the cumulus cells from non-injected COCs, as depicted in Figure 3A. This observation serves as compelling evidence of the migration of miRNA mimics from the oocyte to the cumulus cells. Importantly, the heightened representation of bta-miR-21-5p within the cumulus cells of the bta-miR-21-5p-injected COCs was diminished when these complexes were subjected to maturation in the presence of CBX (*p* = 0.0012), demonstrating the prevention of miRNA mimic transport through GJs. Furthermore, the expression of bta-miR-21-5p in the cumulus cells of non-injected oocytes was found to be reduced by half (*p* = 0.0006) when these oocytes were cultured in the presence of CBX, as opposed to those cultured under standard conditions. Utilizing confocal microscopy in conjunction with Phalloidin Rhodamine TRITC staining, it became evident that the miRNA mimics were distributed within the oocyte, cumulus cells, and the GJ, thereby confirming their intracellular localization (Figure 3B).

**FIGURE 3:**
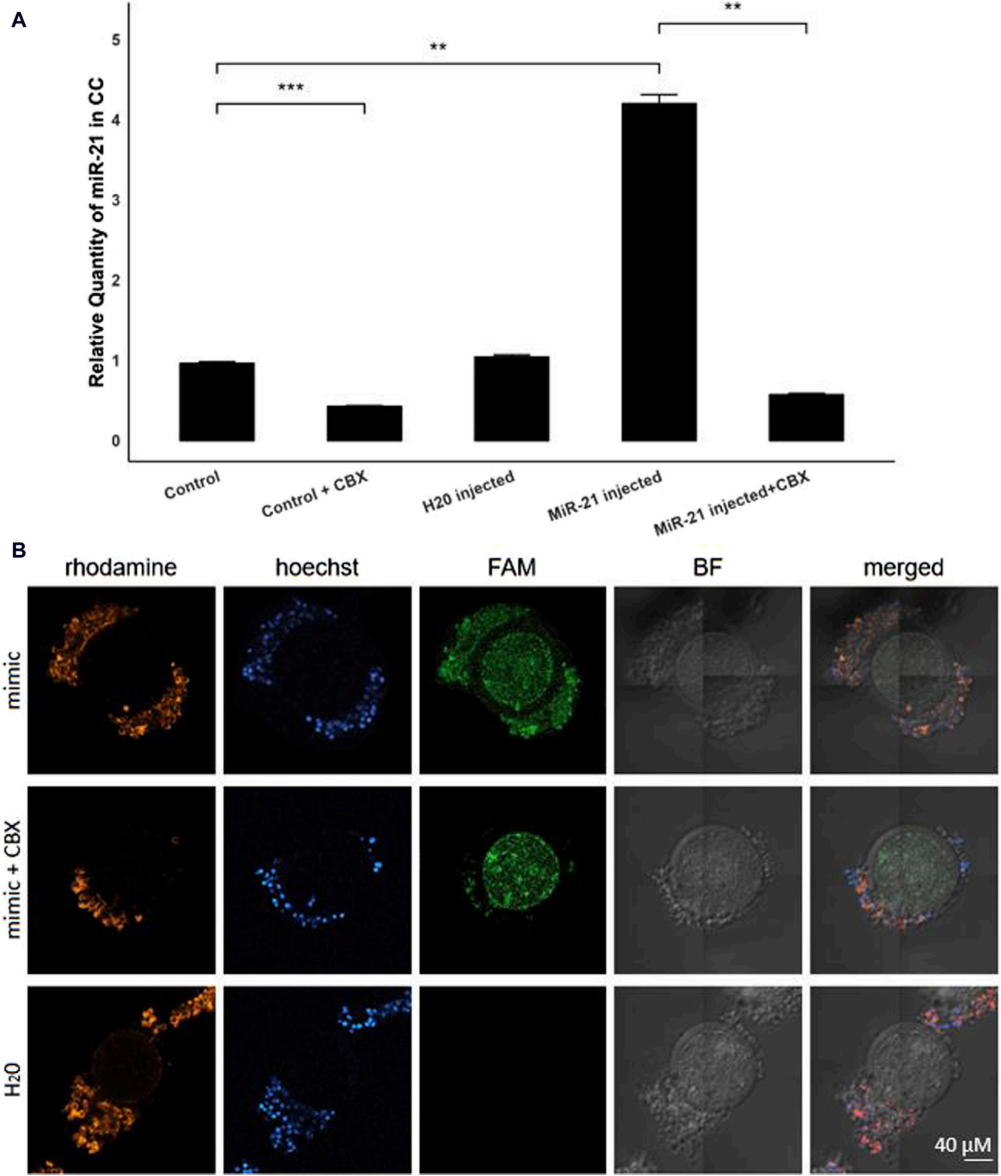
Bta-miR-21-5p expression after micro-injection with bta-mir-21-5p mimics. **(A)** The relative expression levels of bta-miR-21-5p between the cumulus cells from the control group and the cumulus cells from the bta-mir-21-5p injected group, both with or without CBX in the maturation medium and the H20 injected group. Data are represented as mean ± SEM of triplicates from three experiments. **(B)** Bright-field and fluorescence images show the FAM fluorescence from the mimic present in the injected oocytes. The cumulus cells from COCs matured in the presence with CBX have less FAM fluorescence. Hoechst and rhodamine staining visualized the nucleus and GJ network, respectively. All pictures are shown at the same magnification, indicated in the bottom right corner. (CC, cumulus cells; CBX, carbenoxolone; mimic, FAM labeled miR-21 mimic; FAM, carboxyfluorescein; BF, bright field).

## 3 Discussion

MiRNAs have emerged as critical regulators during oocyte maturation, exerting their influence by modulating gene expression in a temporal- and spatial-specific manner. These small non-coding RNAs play a pivotal role in various processes essential for oocyte development (Bartel, 2009). In this study, we aimed to investigate the miRNA profile during bovine oocyte maturation and ascertain whether miRNA transfer occurs through GJ.

The GJ network plays a critical role in the functional coordination of cells within the COC. GJ facilitate the direct exchange of small molecules, including ions, metabolites, and second messengers, between adjacent cells (Lemcke et al., 2015). Earlier, the transfer of miRNAs through GJ was demonstrated in HeLa cell lines by transfecting with FAM-labeled mouse miRNAs. Notably, no discernible variance in permeability was observed among various miRNAs. Subsequent investigations revealed that this communication is connexin-dependent, particularly involving Cx43. This is the primary GJ protein expressed in bovine COCs which exhibits the highest permeability for miRNAs (Zong et al., 2015) and displays a predilection for negatively charged molecules (Elfgang et al., 1995).

The transfer of miRNAs between cells within the COC has been postulated as a crucial mechanism for intercellular communication (Lemcke et al., 2015). This bidirectional signaling in the ovarian follicle can occur either directly, using a network of GJ (juxtacrine) as we demonstrated here or from a distance (autocrine, endocrine, and paracrine). Paracrine signaling occurs in the follicle by releasing miRNA-loaded extracellular vesicles or Argonaute 2 bounded miRNAs into the follicular fluid (Sohel et al., 2013). In the present paper, the specific focus was on exploring the juxtacrine form of communication by selectively blocking GJ. This approach ensures that any differentially expressed miRNA observed was likely traversing through these channels, as other transport methods would still be operational in all experimental groups.

Through the inhibition of GJ functionality with CBX and various control groups, we probed the bovine miRNA profile at different time points of *in vitro* oocyte maturation. Our results reveal significant differences in the expression of miRNAs between several groups at all time points (1, 6, and 22 h) of maturation, with eighteen identified DE miRNAs across all comparisons. Intriguingly, sixteen of these were novel predicted miRNAs, underscoring the existence of numerous undiscovered bovine miRNAs. Four novel miRNAs were significantly differently expressed in two comparisons: bta-novel-miR-906, bta-novel-miR-895, bta-novel-miR-318-0, and bta-novel-miR-672. Firstly, bta-novel-miR-906 was downregulated in both the CBX and DO group compared to the control after 22 h of maturation, suggesting that this miRNA is less expressed without the presence of (gap junctional contact) from cumulus cells. Additionally, bta-novel-miR-895 exhibited downregulation in the CBX group compared to both the control group and the DO group after 22 h of maturation. This outcome indicates that the reduced expression of this miRNA is unlikely attributed to the absence of GJ communication with cumulus cells, but rather indicates a regulatory effect of closed GJs that persists when compared to denuded oocytes. The third miRNA differentially expressed in two comparisons is bta-novel-miR-318-0, which is downregulated in the DO group compared to the CBX group after 6 h of maturation and downregulated in the control group compared to the denuded group after 22 h of maturation. This dual downregulation pattern suggests a complex regulatory mechanism involving gap junction functionality and maturation time, wherein the presence of open gap junctions in control oocytes contributes to a distinct miRNA expression profile compared to denuded oocytes. The fourth miRNA is bta-novel-miR-672, which exhibited downregulation in the DO group compared to both the co-culture group and the control group after six and 22 h of maturation, respectively. This implies that the expression of this miRNA is reduced in the absence of cumulus cells, whether in direct contact or nearby.

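The counts of predicted miR-672 at 6 h were 5, 9 and 7 in the co-culture replicates and 42, 47 and 7 in the DO replicates. At 22 h they were 45, 24 and 11 in the DO replicates. The log2 fold change had the sign of a higher level in the DO group in both comparisons, and the third replicate pair at 6 h went the other way. With each replicate left out in turn it was at least 1.71 at 6 h (2 fits, since the miRNA did not pass the filter in the other) and at least 1.21 at 22 h (3 fits).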

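Among the 6 comparisons of each time point, the miRNAs with an unadjusted p-value under 0.05 reached at most 30 at 1 h, 37 at 6 h and 50 at 22 h. Whether the number past the threshold, in which miRNAs with shared counts were counted separately, rose with time depended on the setting. It was 7, 12 and 2 at 1, 6 and 22 h over the deposited miRNAs with edgeR, 4, 4 and 22 with DESeq2, and 0, 1 and 8 in one fit over all 39 libraries. It was 3, 7 and 12 with the robust option and the miRNAs of the paper's count table, chosen after the values had been seen. The fits without the replicate block were also highest at 22 h.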

As expected, there was an increased detection of DE miRNAs at later time points, which may be attributed to the extended duration, allowing the CBX or culturing method more time to exert its influence. Given our particular interest in GJ functionality during oocyte maturation, the five miRNAs demonstrating up- or downregulation between oocytes with open GJs and those with blocked GJs after 22 h of maturation became our primary focus.

Particularly noteworthy is the twofold upregulation of bta-miR-21-5p in the control group compared to the CBX experimental groups after 22 h of maturation. This observation indicates the potential role of bta-miR-21-5p in the bidirectional communication between oocytes and surrounding cumulus cells. 

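The ratio of the CBX group to the control group for bta-miR-21-5p at 22 h was 0.472 on the TMM scale. By replicate, the control libraries were at 9053, 10193 and 7679 CPM and the CBX libraries at 4605, 3301 and 4722 CPM. The second CBX replicate holds 61 counts of this miRNA, against 413 and 398 in the other replicates. From the difference between oocytes with open and blocked gap junctions, the paper proposes that bta-miR-21-5p has a role in the communication between the oocyte and the cumulus cells.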

Previous studies in human COCs have implicated bta-miR-21-5p as a key regulator of cumulus cell viability and oocyte maturation, likely through its interaction with the *PTEN* gene (Bartolucci et al., 2020). This gene suppresses the AKT/phosphatidylinositol 3-kinase (PI3K) -dependent survival pathway in the cumulus cells, inhibiting apoptosis (Han et al., 2017). In mice, this pathway was demonstrated to have a stage-specific control function of the follicular activation (Jagarlamudi et al., 2009). Our findings further support the functional significance of bta-miR-21-5p in these processes.

The four other miRNAs that exhibited differential expression between oocytes with open and blocked GJ after 22 h of maturation were bta-novel-miR-895, bta-novel-miR-906, bta-novel-miR-162, and bta-novel-miR-364. Firstly, bta-novel-miR-895 was downregulated in the CBX group and lacks an identical seed region in other species. It resides on the ninth chromosome in the bovine genome (Supplementary Table S7). Bta-novel-miR-906, also downregulated in the CBX group, is positioned on the mitochondrial chromosome. Notably, an identical seed region was found in equine: eca-miR-9117, previously identified in testis samples (Platt et al., 2014). The third identified novel miRNA is bta-novel-miR-162, which displayed upregulation in the CBX group. This miRNA’s predicted seed region is similar to mmu-miR-8092, only once identified in mouse spleen (Polikepahad and Corry, 2013). In the bovine genome, it is situated on the 13th chromosome. Lastly, bta-novel-miR-364, located on the 19th chromosome, shares an identical seed with hsa-miR-4634 in human. This miRNA, which was upregulated in the CBX group, has been described as a biomarker for detecting lymph node metastasis in stage III colorectal carcinoma (Xu et al., 2014), as well as an early-stage breast cancer biomarker in serum (Shimomura et al., 2016).

Moreover, pathway analysis across different time points for all comparisons encompassing the CBX group revealed several overrepresented KEGG pathways, shedding light on the dynamic changes in cellular signaling and metabolism in response to CBX treatment. For instance, at 1 h of maturation, KEGG terms such as “Pathways in cancer” and “Chemical carcinogenesis” were prominently overrepresented in the CBX vs. co-culture group, “Glioma” in CBX vs. DO group, and “MicroRNAs in cancer” in both previous comparisons. This indicates early cellular stress responses to this CBX treatment. At 6 h, pathways like “Thyroid cancer” and “Melanoma” in CBX vs. DO group highlighted continued stress and immune-related responses. By 22 h, pathways involved in “GnRH secretion,” “Sulfur metabolism,” and “SNARE interactions in vesicular transport” were notably overrepresented, suggesting a shift towards metabolic and vesicular transport processes. A possible explanation for this finding, is the natural time for gap junction closure, found to be close to the LH surge during ovulation (around 6–8 h of *in vitro* maturation) (Gilula et al., 1978; Norris et al., 2010).

Two comparisons between control groups also revealed significant DE miRNAs: co-culture vs. DO group after 6 h of maturation and control vs. DO group after 22 h of maturation. Pathway analysis of their predicted targets identified 41 overrepresented KEGG terms. The prominence of immune system and cancer-related pathways, such as “Intestinal immune network for IgA production” and “melanoma” in the control vs. DO group, and “MicroRNAs in cancer” in co-culture vs. DO group, suggests that the absence of cumulus cells may trigger stress responses similar to those observed in immune dysregulation and carcinogenesis. These stress responses are expected since the developmental potential of oocytes denuded before maturation is significantly lower compared to control COCs. However, this developmental potential is largely restored when co-cultured with intact COCs (Luciano et al., 2005). The overrepresentation of “Mannose type O-glycan biosynthesis” pathway suggests alterations in protein glycosylation, which could affect cell adhesion and function. This was demonstrated in mice lacking N- and O-glycans, where the cumulus expansion was modified with lower levels of hyaluronan and inter-α-inhibitor heavy chains (Lo et al., 2019). Additionally, the impact on various signal transduction pathways, such as “Estrogen signaling pathway,” “Prolactin signaling pathway,” and “Neurotrophin signaling pathway” underscores the potential disruption of critical cellular signaling networks due to the absence of (direct contact of) cumulus cells.

The results of the pathway analysis between the control group and the CBX group after 22 h of maturation provided valuable insights into the underlying biological processes that are differentially regulated. Notably, among the nine KEGG pathways that were significantly overrepresented, “Th1 and Th2 cell differentiation” emerged as a top hit, highlighting the importance of these cells during oogenesis and probably early pregnancy. Th2 cells become predominant, secreting cytokines like IL-4 and IL-10 to establish an anti-inflammatory environment. This shift suppresses Th1-driven immune responses, creating a favorable milieu for fertilization and embryo elongation (Reinhard et al., 1998). Further, the predominance of “mucin type O-glycan production” is noteworthy, which suggests potential alterations in glycosylation processes. This confirms earlier reports that inhibition of protein glycosylation can increase trafficking of Cx43 to the plasma membrane, its phosphorylation and its opening indirectly via a cAMP pathway (Johnstone et al., 2012).

By labeling a bta-miR-21-5p mimic with FAM, we visualized the transfer of this specific miRNA through GJ within the COC and further validated it with RT-qPCR. The four-fold increase in bta-miR-21-5p levels within cumulus cells following mimic injection provides compelling evidence of miRNA migration from oocytes to cumulus cells through the GJ. This observation confirms that miRNAs can traverse the GJ network, establishing a direct molecular pathway for communication between oocytes and cumulus cells. The transfer of miRNAs through GJ has been previously reported in other cell types and biological contexts (Zong et al., 2015; Peng et al., 2019), further supporting the concept of miRNA-mediated intercellular communication through GJ.

While our primary objective was to investigate the miRNA profile and communication within the COC through GJ, an interesting finding emerged regarding the impact of co-culturing. We compared the miRNA profiles of oocytes from COCs cultured independently (control group) with those from DOs co-cultured with COCs but without direct contact. Surprisingly, no significantly differently expressed miRNAs were observed between these groups at all different maturation times. This result implies that the co-culturing approach might mitigate the negative impact associated with the removal of cumulus cells, even without direct contact. Furthermore, this suggests that the lack of juxtacrine communication may be compensated for by alternative forms of long-distance signaling, such as paracrine signaling within the maturation medium. This aligns with previous studies indicating that denuded oocytes before maturation have a limited developmental potential, and the presence of solely CCs does not improve their developmental competence. However, co-culturing with intact COCs partially restores the developmental capability of the DOs (Luciano et al., 2005).

This co-culturing strategy aligns with previous studies that have emphasized the importance of paracrine signaling and intercellular communication between oocytes and cumulus cells (Luciano et al., 2005; Sun et al., 2015). Even when direct physical contact between oocytes and cumulus cells was absent, the presence of COCs within the culture environment seemed to provide a supportive milieu that partially compensated for the absence of cumulus cells. Earlier findings underscored the relevance of this compensatory effect, particularly during fertilization, when the demand for effective cumulus cell communication is most pronounced (Ortiz-Escribano et al., 2016).

Hence, future experiments involving supplementation of isolated extracellular vesicles (EVs) during maturation could yield further insights and elucidate the respective roles of gap junctions and EVs in oocyte maturation. Another intriguing avenue for future research could be the incorporation of cumulus cells into RNA sequencing analysis, potentially with a focus on distinguishing between inner and outer cumulus cells. This approach has the potential to expand our understanding and refine our knowledge in this area.

In conclusion, our study provides compelling evidence that communication with miRNAs within the bovine cumulus-oocyte complex is facilitated by the gap junctional network. The differential expression of miRNAs, including bta-miR-21-5p, and the visualization of bta-miR-21-5p transfer through GJ shed light on the complex interplay between oocytes and cumulus cells during oocyte maturation. Further investigations into the molecular mechanisms of miRNA-mediated communication are warranted to elucidate their functional significance and potential therapeutic applications in the field of reproductive biology.

## 4 Materials and methods

### 4.1 Design experiment 1

In Figure 4, a schematic overview of the different experimental groups is given. There were four experimental groups: COC, denuded oocytes (DO), coculturing of DOs and COCs (DO + COC), and carbenoxolone (CBX; 3β-hydroxy-11-oxoolean-12-en-30-oic acid 3-hemisuccinate) treated group. Each of these experimental setups had maturation periods of 1, 6, and 22 h, to receive oocytes at germinal vesicle, germinal vesicle breakdown and metaphase II stage (Motlík et al., 1978). Subsequently, RNA samples were isolated for miRNA sequencing, and in each experimental condition, one group underwent *in vitro* fertilization and subsequent culturing to serve as a control. For each maturation time point, each experimental group consisted out of 15 oocytes (co-cultures had an extra 15), and an extra 15 for fertilization. This experiment was repeated six times. Before RNA isolation, two replicates consisting out of 15 oocytes were pooled to obtain 30 oocytes in each group.

**FIGURE 4:**
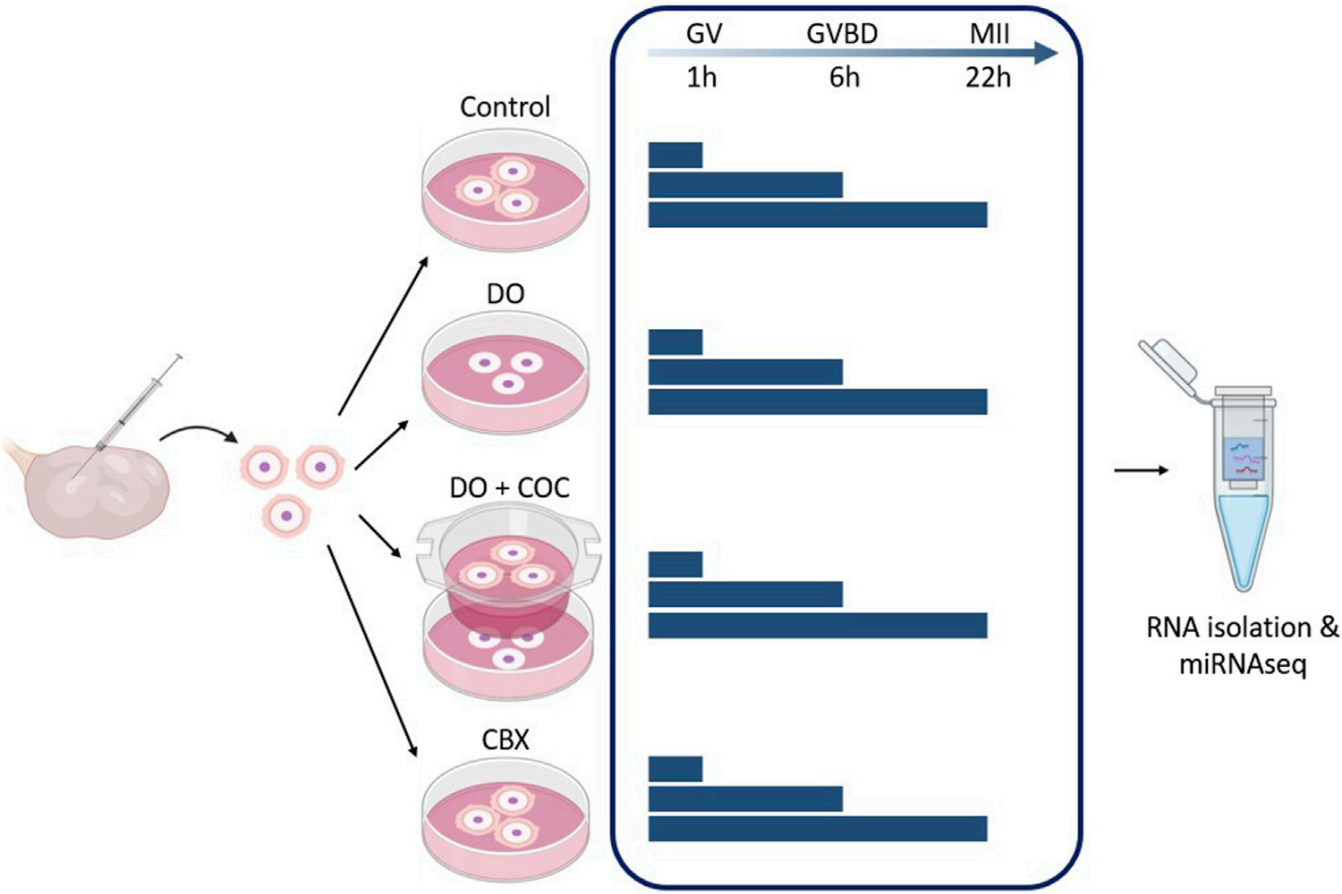
Experimental design 1: influence of gap junctions (GJ) on miRNA profile of oocytes and cumulus cells. Carbenoxolone (CBX), a GJ blocker, was added to the maturation medium of one group. As controls, there was a normal condition group (Control), a group with denuded oocytes (DO) and a group of denuded oocytes with COCs in co-culture (DO + COC). Three replicates from each group were matured for 1, 6, and 22 h before total RNA isolation and miRNA sequencing. (GV, germinal vesicle; GVBD, germinal vesicle breakdown; MII, metaphase II stage). Created with Biorender.com.

#### 4.1.1 Sample preparation and *in vitro* maturation

Tissue culture media (TCM)-199-medium, gentamycin, and kanamycin were obtained from Life Technologies Europe (Ghent, Belgium). All other chemicals not otherwise listed were purchased from Sigma-Aldrich (Diegem, Belgium). All media were filtered before use (0.22 µm filter, Pall Corporation, Ann Arbor, MI, United States).

Bovine ovaries were obtained from a local slaughterhouse and transported in an insulated box within 1 h after collection. Upon arrival, ovaries were rinsed in physiological saline supplemented with kanamycin (5 mg/mL) and wiped with absolute ethanol. COCs were aspirated from ovarian follicles with a diameter of 2–8 mm with an 18 G needle. Only multilayered COCs containing dark cytoplasm were selected and washed with Hepes buffered Tyrode’s albumin lactate pyruvate (Hepes-TALP). Next, half of the collected COCs were vortexed for 8 min in Hepes-TALP supplemented with 0.1% hyaluronidase to obtain DOs. COCs and DOs were matured in groups of 15 in 500 µL serum-free TCM 199 medium supplemented with gentamicin (50 mg/L), epidermal growth factor (20 μL/mL), with or without 100 µM of CBX (Merck, Darmstadt, Germany). Preliminary studies using Lucifer Yellow injections were performed to determine the most efficient concentration of CBX (50 or 100 µM), which is a glycyrrhetinic acid derivative known to block GJ (Rozental et al., 2001). Coculturing of DOs with COCs (15:15) was done on a distance, so-called non-contact co-culture, using a ThinCert™ with pores of 3 µm (Greiner Bio-one, Vilvoorde, Belgium).

#### 4.1.2 Cell isolation

After maturation, the COCs were vortexed for 5 min in 0.1% hyaluronidase to separate the oocytes and cumulus cells, and DOs were treated with pronase 0.1% (w/v) for 20 s to remove the zona. Oocytes containing a visual polar body were selected and washed in Hepes-TALP before being preserved in lysis buffer at −80°C until further extractions. By aggregating two replicates, the cumulative count of oocytes in each of the three replicates amounted to a total of 30 oocytes.

#### 4.1.3 Total RNA extraction

Total RNA was extracted from oocytes using the miRNeasy Mini kit (Qiagen, Germantown, United States). Briefly, cells were disrupted with QIAzol Lysis Reagent and deproteinized with chloroform. Subsequently, the upper aqueous phase was collected and mixed with 100% ethanol. After centrifugation steps in the RNeasy mini spin column, the RNA was eluted in RNase-free water. To ensure the samples are DNA free, they were treated with RNase-Free DNase Set (Qiagen, Germantown, United States).

#### 4.1.4 *In vitro* fertilization

The concentration of bovine frozen-thawed spermatozoa, isolated with a 45%–90% Percoll gradient was calculated using a Bürker counting chamber. These spermatozoa were diluted to a final concentration of 106 spermatozoa/mL to fertilize a control group of non-denuded COCs. This fertilization occurred in the IVF-TALP medium supplemented with bovine serum albumin (BSA) (6 mg/mL) and heparin (25 mg/mL) for 21 h.

#### 4.1.5 *In vitro* culture

All zygotes were vortexed for 3 min to remove the redundant spermatozoa and cumulus cells, followed by washing steps with TALP buffered Hepes. Presumptive zygotes were cultured in groups of fifteen in 50 µL synthetic oviductal fluid, which was supplemented with insulin (5 μg/mL), transferrin (5 μg/mL), selenium (4 mg/mL), and bovine serum albumin (4 mg/mL), covered with paraffin oil (SAGE, Cooper Surgical, Trumbull, CT, United States). This incubation was performed for 8 days in conditions with 5% CO2, 5% O2, and 90% N2, and with a temperature of 38.5°C. Cleavage and blastocyst rates were evaluated 2 and 8 days post insemination. These blastocysts only served as a control for normal conditions and were therefore discarded after 8 days of culturing without any further proceedings.

#### 4.1.6 RNA sequencing and data analysis

For each sample, a sequencing library was constructed using the QIAseq miRNA Library Kit (Qiagen, Germantown, United States), which included a nineteen nucleotides fixed sequence spacer, and a unique twelve nucleotides molecular identifier at the 3′-end of each forward read. Subsequently, paired-end 150 sequencingwas performed on a NovaSeq device (Illumina) by service provider Genewiz (Azenta Life Sciences). Although paired-end 150 is certainly not required for miRNA sequencing, this was the cheapest option offered by the service provider. All downstream procedures were done using the forward read only.

Subsequent to adaptor trimming with UMI-tools (v1.1.1) (Smith et al., 2017), the sequences were subjected to quality and contamination evaluations using FastQC (0.11.9) (Andrews, 2010) and fastQ Screen (v0.15.1) (Wingett and Andrews, 2018), respectively. The mapped alignment was performed against the ARS-UCD1.2 bovine genome (ENSEMBL release 105). Identification of known bovine miRNA and the prediction of novel miRNAs was performed with the miRPro pipeline (v.1.1.4) (Shi et al., 2015) by annotating the aligned and deduplicated sequence reads against the ARS-UCD1.2 bovine genome (ENSEMBL release 105) and against the matured miRNAs from the miRbase database (release 22.1).

Differential expression analysis was done in R (v4.1.2) using the edgeR (v3.36) package (Robinson et al., 2010). TMM-normalized feature counts were fitted with the quasi likelihood model and comparisons at the gene level were done with the F-test. The ovary pool was included as a batch effect and *p*-values were corrected for repeated testing using the Benjamini–Hochberg method. Results were marked as significant when the fold change of two consecutive time points yielded a q-value (corrected *p*-value) < 0.05 and |log2FC| ≥ 1.

#### 4.1.7 Small RNA annotation and pathway analysis

To predict the candidate target genes for the significantly DE miRNAs, miRanda (v.3.3a) was used on miRNA and isolated 3′UTR sequences. In addition, the functional analysis was conducted on the refined set of target genes after filtering using the following thresholds: minimum score = 155 and maximum energy = −20. This analysis was done in R (v4.1.2) using the fgsea (v1.20.0), EnrichmentBrowser (v2.24.2), and simplifyEnrichment (v1.4.0) packages. The Benjamini–Hochberg corrected *p*-values < 0.05 were considered statistically significant.

### 4.2 Design experiment 2

The second experimental design included five different experimental groups: two non-injected control groups, cultured with or without CBX, two FAM labeled bta-miR-21-5p mimic injected groups cultured with or without CBX, and one group injected with H20, the solvent. A schematic overview of these groups is shown in Figure 5. A single replicate consisting of 15 oocytes for each group was used for fluorescent staining, while three replicates, each consisting of 15 oocytes, were used for RT-qPCR.

**FIGURE 5:**
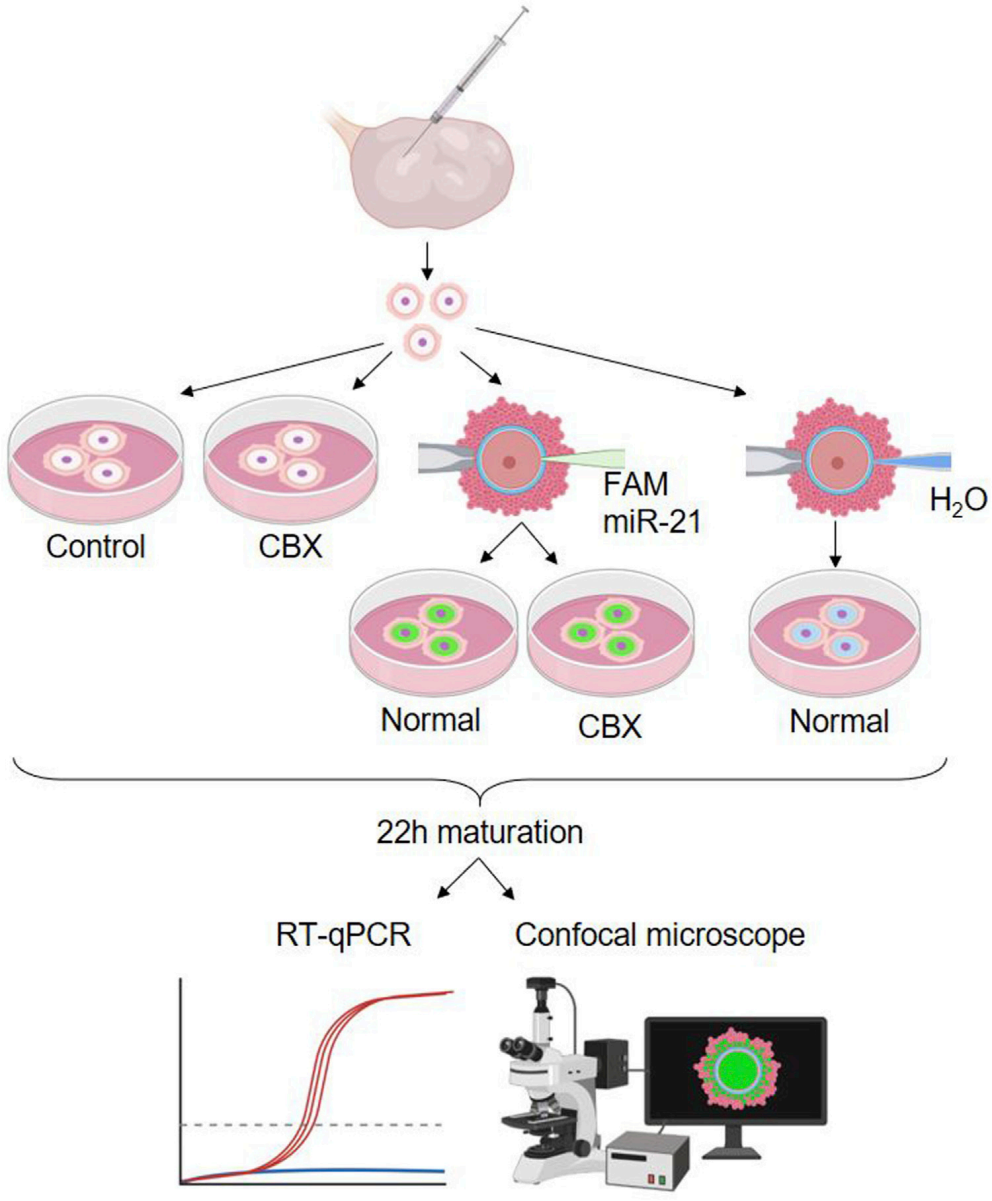
Experimental design 2: passage of miR-21 through gap junctions. Showing the five different experimental groups: a non-injected control group, non-injected group cultured in carbenoxolone (CBX), two carboxyfluorescein (FAM) labeled bta-miR-21-5p mimic injected groups cultured with or without CBX and one group injected with H20, the solvent. (RT-qPCR: quantitative reverse transcription polymerase chain reaction). Created with Biorender.com.

#### 4.2.1 Microinjection of miRNA mimics

Bta-miR-21-5p mimics labeled with carboxyfluorescein (FAM) (Qiagen, Germantown, United States) were dissolved in sterile RNase-free water with a final concentration of 25 µM and stored as aliquots in −20°C. The injections were performed as described by (Tan et al., 2020) using an inverted bright field Nikon TE300 microscope (Nikon Benelux). In short, partially denuded immature (germinal vesicle stage) oocytes were transferred to a 5 µL drop of Hepes buffered medium overlaid by paraffin oil in a 60 mm dish. The microinjection needle with an inner diameter of 4.3–4.9 µm (CooperSurgical) was loaded with 5 µL miRNA mimics or sterile RNase-free (control) and installed in a 30° angle. Using a Femtojet injection system (Eppendorf) the partially denuded oocytes were injected for 0.2 s at a pressure of 120 hpa. Non-injected COCs were used as a control group, and each group contained 15 COCs per replicate (n = 3).

#### 4.2.2 Cell isolation and total RNA extraction

Injected COCs, and non-injected controls were matured for 22 h as described above. One replicate was fixed for staining and visualization. For the other triplicates, the cumulus cells were collected by manually denuding the oocytes in droplets of 0.1% hyaluronidase, and stored in lysis buffer at −80°C for quantitative analysis.

#### 4.2.3 Reverse transcription real-time quantitative PCR (RT-qPCR)

Total RNA was reverse transcribed with the miRCURY LNA RT kit (Qiagen, Germantown, United States). The total reaction volume of 9.5 µL consisted of 2 µL ×5 miRCURY RT Reaction buffer, 2.5 µL RNase-free water, 1 µL ×10 miRCURY RT Enzyme Mix and 4 µL RNA (5 ng/μL). This reaction included an incubation step for 60 min at 42°C, followed by an inactivation step for 5 min at 95°C. Subsequently, RT-qPCR was performed with BioRad CFX96 PCR in a volume of 10 µL using the miRCURY LNA SYBR green PCR kit RT (Qiagen, Germantown, United States). This volume consisted of 5 µL ×2 miRCURY SYBR Green mastermix, 1 µL PCR primer mix, 1 µL RNase-free water and 3 µL diluted cDNA. After a 2-min heat activation step at 95°C, 40 cycles were executed, including 10 s denaturation at 95°C and 60 s combined annealing and extension at 56°C. Melting curve analysis was performed between 60°C–95°C. For normalization, miR-92a and miR-93 were found most stable and selected as references after testing miR-127, miR-92a, miR-93, let-7, and U6 on cumulus samples. To analyze the data, geNorm normalization was applied in qbase+. All RT-qPCR reactions were performed in triplicate, and the used primers are listed in Supplementary Table S12.

#### 4.2.4 Fixation and fluorescent staining

Oocytes were washed in Hepes-TALP and fixed overnight in 4% paraformaldehyde. Then, they were permeabilized for 10 min in 0.5% Triton X-100% and 0.05% Tween 20 in DPBS and blocked for 30 min in 1% BSA in DPBS. Further, oocytes were incubated in a dilution 1:40 Phalloidin Rhodamine TRITC (Hellobio, Ireland) for 30 min and incubated in a dilution 1:1,000 Hoechst 33342 in PBS-BSA for 10 min, both at RT in the dark. Images were captured using a Zeiss LSM9000 confocal microscope (Zaventem, Belgium) equipped with a ×40 oil immersion objective lens. The GJ network was visualized using the red channel for rhodamine-TRITC, nuclei were stained with Hoechst and visualized using the blue channel, and miRNAs were detected using the green channel for FAM labels. Additionally, bright field (BF) images were obtained to provide an overall view of the sample morphology. Unless stated otherwise, all staining products were purchased from Merck, Darmstadt, Germany.

#### 4.2.5 Statistical analysis

Data were collected from three independent experiments and are presented as mean ± standard deviation. We performed data analysis using ANOVA, followed by a two-tailed Student’s *t*-test in Excel. Results with a *p*-value of less than 0.05 were considered statistically significant.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accesion number GSE252748.

# Supplementary material for: Expression profile and gap-junctional transfer of microRNAs in the bovine cumulus-oocyte complex
**Source:** Front Cell Dev Biol. 2024 Jul 11;12:1404675. doi: 10.3389/fcell.2024.1404675
**Supplement:** Supplementary file 3

Supplementary Material

# Supplementary Tables

**Table S1:** The differentially expressed miRNA between the CBX group and the co-culturing group after one hour of maturation

| **Gene id** | **Mean CBX**  **expression** | **Mean co-cult expression** | **Fold Change** | **Log(FC)** | **P-value** | **Benjamini-Hochberg corrected p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| Bta-novel-miR-79 | 2583 | 758 | 0.251 | -1.994 | 9.27E-06 | 0.00346 |

**Table S2**: The differentially expressed miRNAs between the CBX group and the DO group after one hour of maturation

| **Gene id** | **Mean CBX**  **expression** | **Mean DO expression** | **Fold Change** | **Log(FC)** | **P-value** | **Benjamini-Hochberg corrected p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| Bta-novel-miR-559 | 6669 | 2282 | 0.314 | -1.671 | 1.667E-05 | 0.00605 |
| Bta-miR-206 | 451 | 80 | 0.224 | -2.157 | 0.000244 | 0.0443 |

Table S3: The differentially expressed miRNAs between the CBX group and the DO group after six hours of maturation

| **Gene id** | **Mean CBX**  **expression** | **Mean DO expression** | **Fold Change** | **Log(FC)** | **P-value** | **Benjamini-Hochberg corrected p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| Bta-novel-miR-824 | 1533 | 554 | 0.387 | -1.369 | 4.182E-06 | 0.00137 |
| Bta-novel-miR-485 | 3692 | 1422 | 0.436 | -1.196 | 1.109E-05 | 0.00181 |
| Bta-novel-miR-318-0 | 1541 | 803 | 0.475 | -1.074 | 0.000111 | 0.0121 |
| Bta-novel-miR-484 | 761 | 263 | 0.389 | -1.363 | 0.000166 | 0.0136 |
| Bta-novel-miR-457 | 927 | 415 | 0.452 | -1.147 | 0.000343 | 0.0224 |

Table S4: The differentially expressed miRNAs between the co-culture group and the DO group after six hours of maturation

| **Gene id** | **Mean Co-cult**  **expression** | **Mean DO expression** | **Fold Change** | **Log(FC)** | **P-value** | **Benjamini-Hochberg corrected p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| Bta-novel-miR-672 | 121 | 449 | 3.809 | 1.930 | 3.115E-06 | 0.00102 |
| Bta-novel-miR-137 | 396 | 149 | 0.382 | -1.389 | 0.000224 | 0.0365 |

Table S5: The differentially expressed miRNAs between the control group and the DO group after 22 hours of maturation

| Gene id | Mean control  Expression | Mean DO expression | Fold change | Log(FC) | P-value | Benjamini-hochberg corrected p-value |
| --- | --- | --- | --- | --- | --- | --- |
| Bta-novel-mir-906 | 2126 | 756 | 0.363 | -1.461 | 1.625e-07 | 5.573e-05 |
| Bta-novel-mir-318-0 | 841 | 1951 | 2.238 | 1.162 | 3.262e-05 | 0.00373 |
| Bta-novel-mir-321 | 2344 | 1062 | 0.488 | -1.034 | 6.652e-05 | 0.00570 |
| Bta-novel-mir-432 | 205 | 723 | 2.783 | 1.477 | 0.00101 | 0.0385 |
| Bta-novel-mir-672 | 149 | 458 | 2.895 | 1.533 | 0.000838 | 0.0385 |
| Bta-novel-mir-879 | 198 | 488 | 2.640 | 1.401 | 0.000922 | 0.0385 |

Table S6: The differentially expressed miRNA between the CBX group and the DO group after 22 hours of maturation

| **Gene id** | **Mean CBX**  **expression** | **Mean DO expression** | **Fold Change** | **Log(FC)** | **P-value** | **Benjamini-Hochberg corrected p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| Bta-novel-miR-895 | 56 | 754 | 11.855 | 3.567 | 4.204E-05 | 0.0140 |

**Table S7**: Genomic locations for differentially expressed novel miRNAs

| **miRNA name** | **Predicted mature : seed** | **Predicted mature : sequence** | **Genomic location from predicted seed in bovine genome** |
| --- | --- | --- | --- |
| bta-novel-miR-79 | mml-miR-31-5p | UGCAAGAUUUUAAGCAUGACCUU | Chr11: 97182562-97182675 (-) |
| bta-novel-miR-137 | mml-miR-192-3p | UGCCAAUUCAGGGGACACGGGUUUG | Chr13: 33386482-33386596 (-) |
| bta-novel-miR-162 | mmu-miR-8092 | UCCAUCUGGACGGCUUGGCAUUGGG | Chr13: 76526680-76526794 (-) |
| bta-novel-miR-318-0 | hsa-miR-1292-3p | GCGCGCCCCCGCCGCGCG | Chr17: 69639696-69639803 (+) |
| bta-novel-miR-321 | mmu-miR-12184-3p | UCAGACGGUAAAGCAUCUGCCUG | Chr17: 26339280-26339394 (-) |
| bta-novel-miR-364 | hsa-miR-4634 | GGGCGCGAAGCGGGGCUG | Chr19: 56554303-56554410 (-) |
| bta-novel-miR-432 | chi-miR-3432-5p | UGCGGGAUCUUUAGUUGUGG | Chr21: 21809645-21809752 (+) |
| bta-novel-miR-457 | hsa-miR-4707-5p | UCCCCGGCACCUCCACCA | Chr22: 58542346-58542453 (+) |
| bta-novel-miR-484 | hsa-miR-6747-5p | GGGGGUGUAGCUCAGUGG | Chr23: 30149569-30149678 (+) |
| bta-novel-miR-485 | ppy-miR-613 | GGGGAUGUAGCUCAGUGG | Chr23: 30170729-30170841 (+) |
| bta-novel-miR-559 | hsa-miR-4783-5p | GGCGCGCCCCCGCCGCGC | Chr27: 6219131-6219238 (-) |
| bta-novel-miR-589 |  | UUGAUUUGCAUUUCUCUGA | Chr29: 5614595-5614709 (-) |
| bta-novel-miR-672 |  | GACCGAAGUGGGGAAAGG | Chr3: 2472195-2472302 (+) |
| bta-novel-miR-723 | cfa-miR-8813 | UACAGGCUUGUUAGGUCA | Chr4: 97883770-97883877 (+) |
| bta-novel-miR-824 | eca-miR-8919 | GUCAGGAUGGCCGAGUGGUCUAAGG | Chr7: 42660374-42660486 (+) |
| bta-novel-miR-879 | hsa-miR-3692-5p | UCUGCUGGAACUGCAACU | Chr8: 63779353-63779460 (-) |
| bta-novel-miR-895 |  | GCGCCCCCGGGGCCGCGG | Chr9: 93405029-93405136 (+) |
| bta-novel-miR-906 | eca-miR-9117 | GAGGGAUCCCUGCCUAGCGGG | ChrM: 16169-16279 (-) |

Table S8: KEGG pathway analysis listed from all comparisons

Table S9: The 116 GO-terms from the biological processes that were over-represented with their indicative p-values.

Table S10: The 11 GO-terms from the cellular component that were over-represented with their indicative p-values.

| GO-term | P-value |
| --- | --- |
| GO:0042765_gpi-anchor_transamidase_complex | 0.001587242 |
| GO:0071565_nbaf_complex | 0.01464804 |
| GO:0080008_cul4-ring_e3_ubiquitin_ligase_complex | 0.01464804 |
| GO:0009368_endopeptidase_clp_complex | 0.039873861 |
| GO:0030118_clathrin_coat | 0.039873861 |
| GO:0032127_dense_core_granule_membrane | 0.039873861 |
| GO:0034066_ric1-rgp1_guanyl-nucleotide_exchange_factor_complex | 0.039873861 |
| GO:0042582_azurophil_granule | 0.039873861 |
| GO:0070820_tertiary_granule | 0.039873861 |
| GO:0097450_astrocyte_end-foot | 0.039873861 |
| GO:1990665_anxa2-p11_complex | 0.039873861 |

Table S11: The 37 GO-terms from the molecular function that were over-represented with their indicative p-values.

| GO-Term | P-value |
| --- | --- |
| GO:0015250_water_channel_activity | 0.01464804 |
| GO:0003720_telomerase_activity | 0.039873861 |
| GO:0003721_telomerase_rna_reverse_transcriptase_activity | 0.039873861 |
| GO:0003923_gpi-anchor_transamidase_activity | 0.039873861 |
| GO:0004112_cyclic-nucleotide_phosphodiesterase_activity | 0.039873861 |
| GO:0004500_dopamine_beta-monooxygenase_activity | 0.039873861 |
| GO:0005223_intracellular_cgmp-activated_cation_channel_activity | 0.039873861 |
| GO:0005328_neurotransmitter:sodium_symporter_activity | 0.039873861 |
| GO:0008401_retinoic_acid_4-hydroxylase_activity | 0.039873861 |
| GO:0015144_carbohydrate_transmembrane_transporter_activity | 0.039873861 |
| GO:0016213_linoleoyl-coa_desaturase_activity | 0.039873861 |
| GO:0016309_1-phosphatidylinositol-5-phosphate_4-kinase_activity | 0.039873861 |
| GO:0016524_latrotoxin_receptor_activity | 0.039873861 |
| GO:0017060_3-galactosyl-n-acetylglucosaminide_4-alpha-l-fucosyltransferase_activity | 0.039873861 |
| GO:0019215_intermediate_filament_binding | 0.039873861 |
| GO:0019958_c-x-c_chemokine_binding | 0.039873861 |
| GO:0030184_nitric_oxide_transmembrane_transporter_activity | 0.039873861 |
| GO:0030292_protein_tyrosine_kinase_inhibitor_activity | 0.039873861 |
| GO:0030377_urokinase_plasminogen_activator_receptor_activity | 0.039873861 |
| GO:0031433_telethonin_binding | 0.039873861 |
| GO:0035325_toll-like_receptor_binding | 0.039873861 |
| GO:0035379_carbon_dioxide_transmembrane_transporter_activity | 0.039873861 |
| GO:0047408_alkenylglycerophosphocholine_hydrolase_activity | 0.039873861 |
| GO:0047409_alkenylglycerophosphoethanolamine_hydrolase_activity | 0.039873861 |
| GO:0050568_protein-glutamine_glutaminase_activity | 0.039873861 |
| GO:0050683_af-1_domain_binding | 0.039873861 |
| GO:0052906_trna_(guanine(37)-n(1))-methyltransferase_activity | 0.039873861 |
| GO:0070287_ferritin_receptor_activity | 0.039873861 |
| GO:0086089_voltage-gated_potassium_channel_activity_involved_in_atrial_cardiac_muscle_cell_action_potential_repolarization | 0.039873861 |
| GO:0103046_alanylglutamate_dipeptidase_activity | 0.039873861 |
| GO:0120294_peptide_serotonyltransferase_activity | 0.039873861 |
| GO:0120295_histone_serotonyltransferase_activity | 0.039873861 |
| GO:0120297_histone_dopaminyltransferase_activity | 0.039873861 |
| GO:0120298_peptide_noradrenalinyltransferase_activity | 0.039873861 |
| GO:0120299_peptide_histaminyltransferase_activity | 0.039873861 |
| GO:1990782_protein_tyrosine_kinase_binding | 0.039873861 |
| GO:1990931_mrna_n6-methyladenosine_dioxygenase_activity | 0.039873861 |

**Table S12**: The used primers for RT-qPCR

| **Target miRNA** | **Accession** | **Sequence** | **Qiagen GG cat no:** |
| --- | --- | --- | --- |
| miR-21-5p | MIMAT0000076 | 5'UAGCUUAUCAGACUGAUGUUGA | YP00204230 |
| miR-92a | MIMAT0000092 | 5'UAUUGCACUUGUCCCGGCCUGU | YP00204258 |
| miR-93 | MIMAT0003837 | 5'CAAAGUGCUGUUCGUGCAGGUA | YP02117906 |
| miR-127 | MIMAT0000446 | 5'UCGGAUCCGUCUGAGCUUGGCU | YP00204048 |

# Supplementary Figures

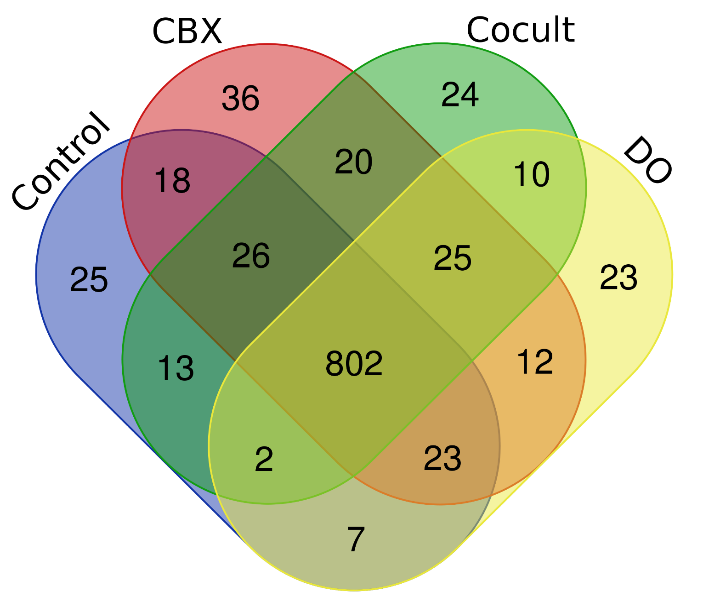

Figure S1: A Venn diagram illustrating the number of miRNAs present in each group of oocytes after one hour of maturation

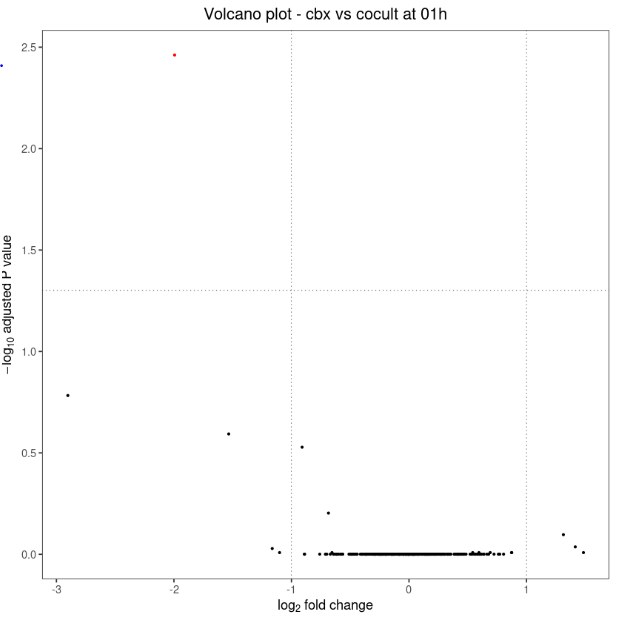

Figure S2: The differentially expressed miRNA between the CBX group and the co-culturing group after one hour of maturation is shown in a Volcano plot. One statistically significant result (PAdj < 0.05 and |log2FC| ≥ 1) (red dot) was up-regulated in the CBX group.

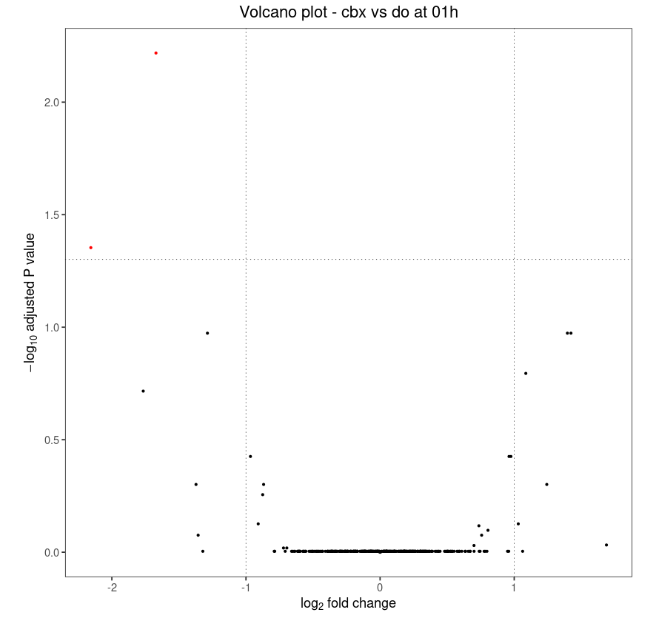

Figure S3: The differentially expressed miRNAs between CBX group and the DO group after one hour of maturation are shown in a Volcano plot. Two statistically significant results (PAdj < 0.05 and |log2FC|≥1) (red dots) were found. both up-regulated in the CBX group.

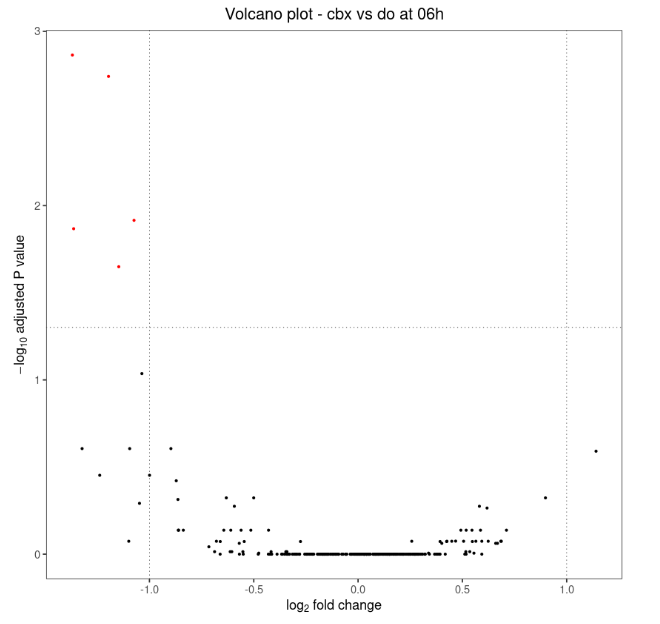

Figure S4: The differentially expressed miRNAs between CBX group and the DO group after six hours of maturation are shown in a Volcano plot. Five statistically significant results (PAdj < 0.05 and |log2FC|≥1) (red dots) were found, all up-regulated in the CBX group.

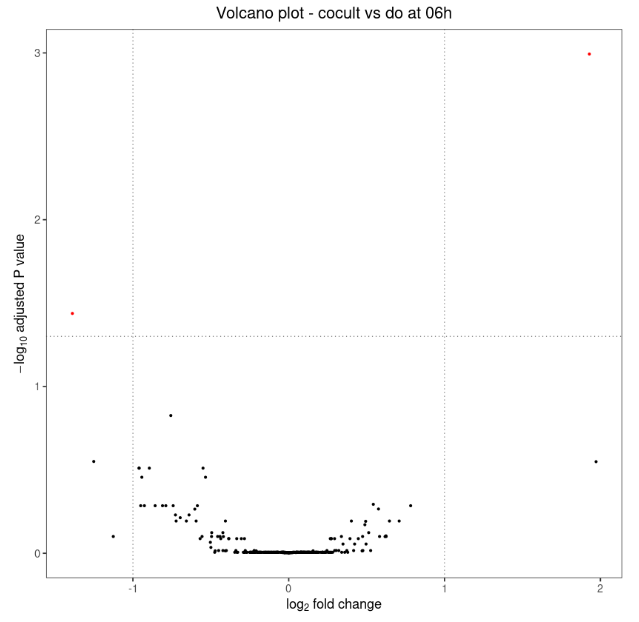

Figure S5: The differentially expressed miRNAs between the co-culture group and the DO group after six hours of maturation are shown in a Volcano plot. Two statistically significant results (PAdj 0.05 and |log2FC|≥1) (red dots) were found. one up-regulated, and one down-regulated in the DO group.

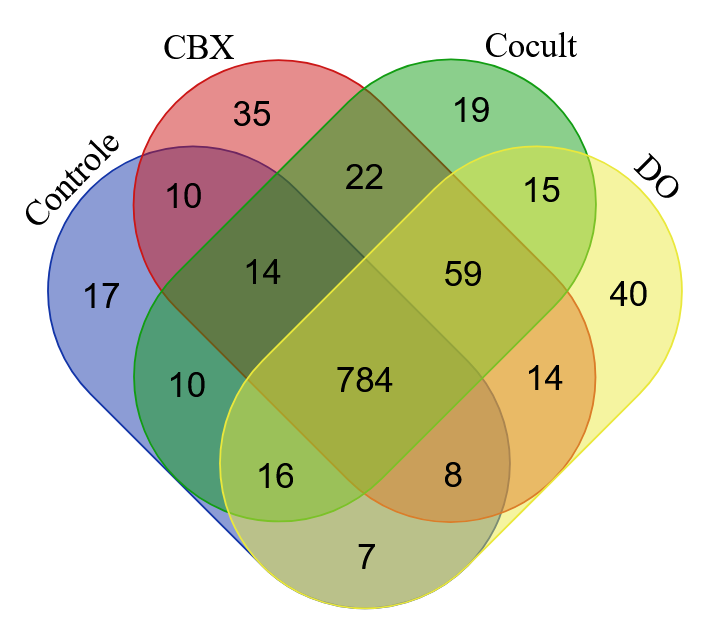

Figure S6: A Venn diagram illustrating the number of miRNAs present in each group of oocytes after six hours of maturation

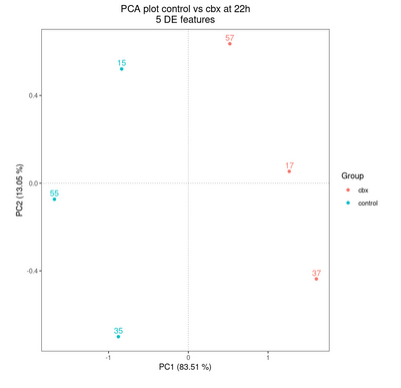

Figure S7: The PCA plot from the five differentially expressed miRNAs between the control group and the CBX group after 22 hours of maturation.

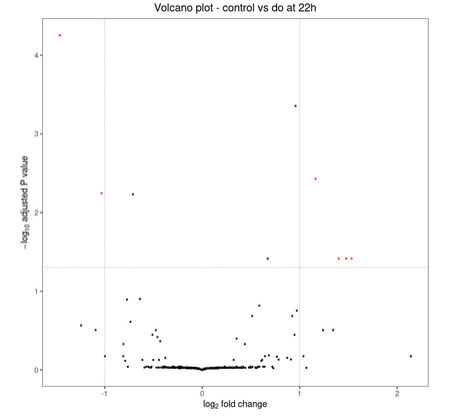

Figure S8: The differentially expressed miRNAs between the CBX group and the control group after 22 hours of maturation are shown in a Volcano plot. Two statistically significant results (PAdj < 0.05 and |log2FC|≥1) (red dot) were found, four up-regulated and two down-regulated in the DO group.

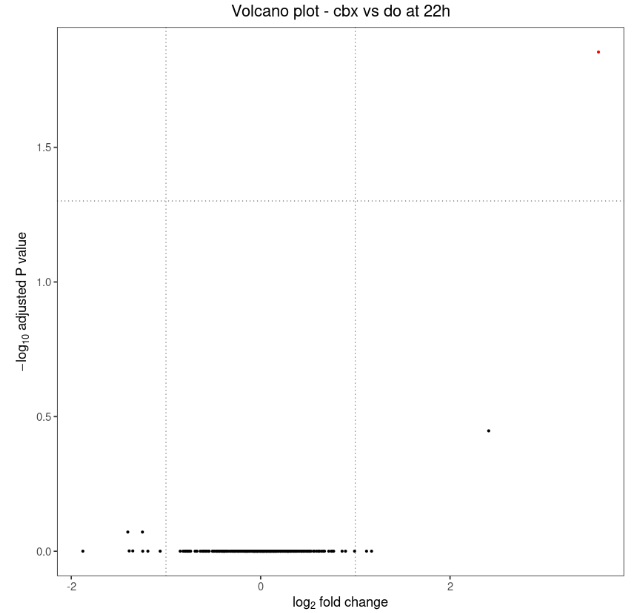

Figure S9: The differentially expressed miRNA between the CBX group and the DO group after 22 hours of maturation is shown in a Volcano plot. One statistically significant result (PAdj < 0.05 and |log2FC|≥1) (red dot) was found, up-regulated in the DO group.

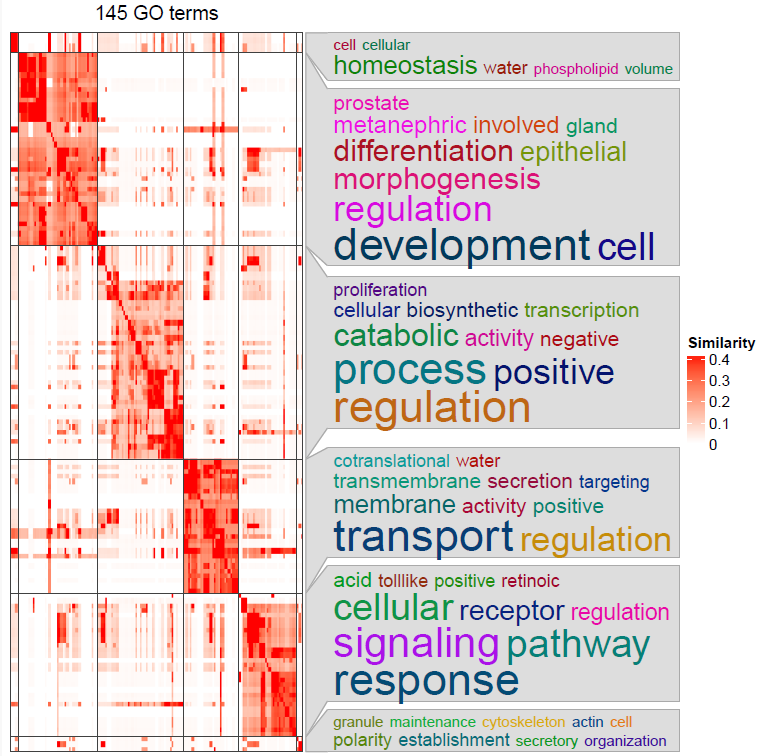

Figure S10: The heatmap corresponding to the 145 over-represented GO-terms from biological process for the comparison between control and DO after 22 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.4.

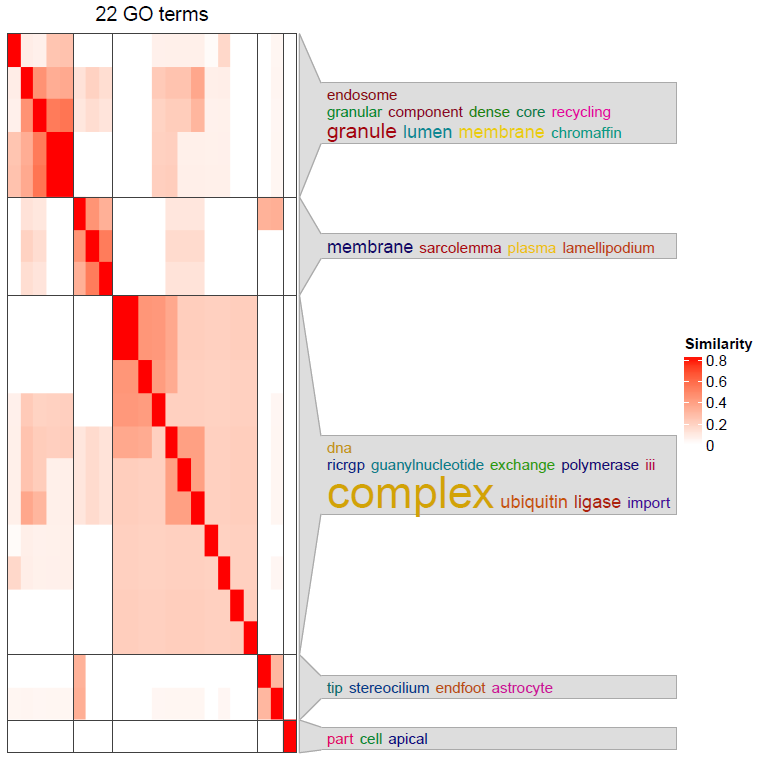

Figure S11: The heatmap corresponding to the 22 over-represented GO-terms cellular components for the comparison between control and DO after 22 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.8.

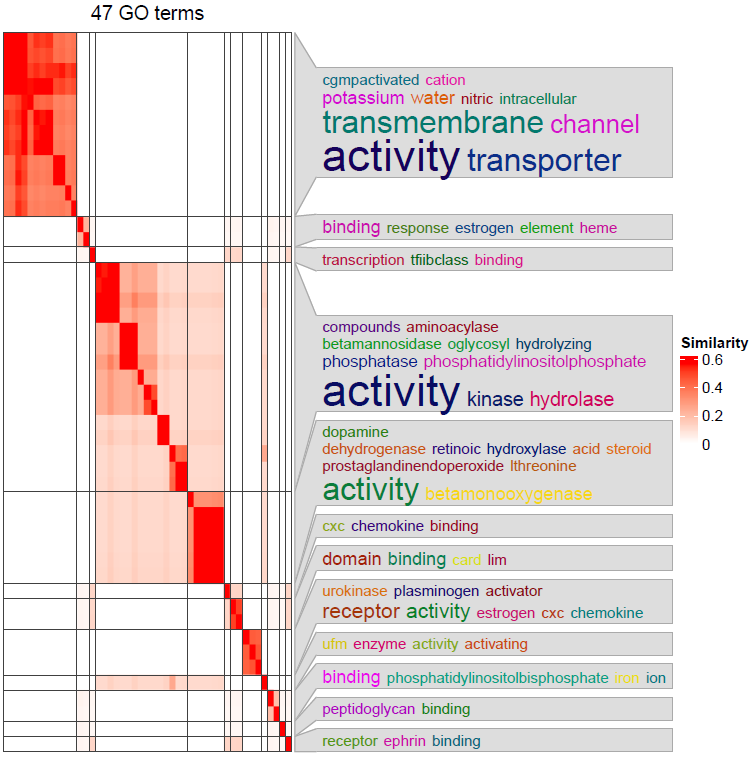

Figure S12: The heatmap corresponding to the 47 over-represented GO-terms molecular function for the comparison between control and DO after 22 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.8.

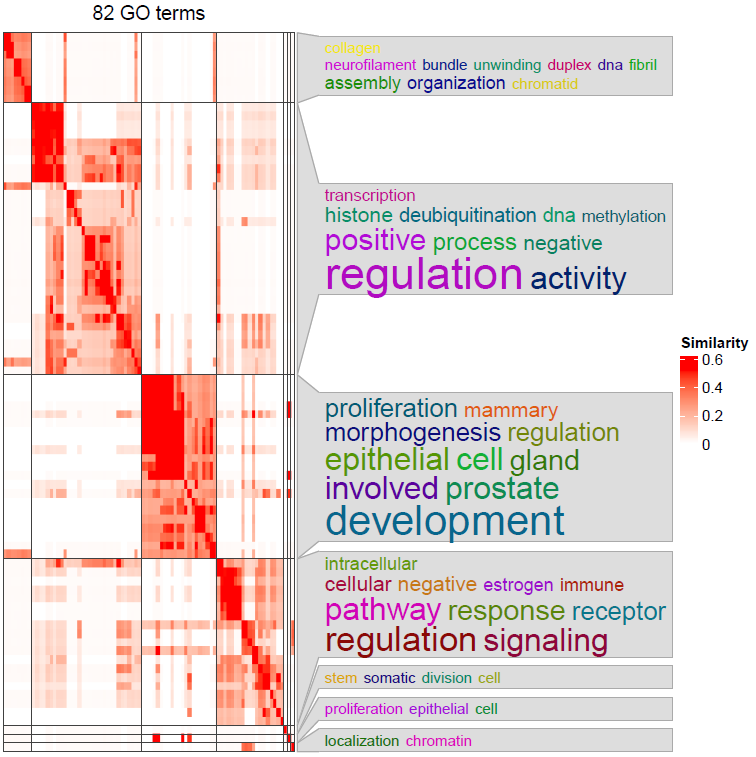

Figure S13: The heatmap corresponding to the 82 over-represented GO-terms biological process for the comparison between co-culture and DO after 6 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.6.

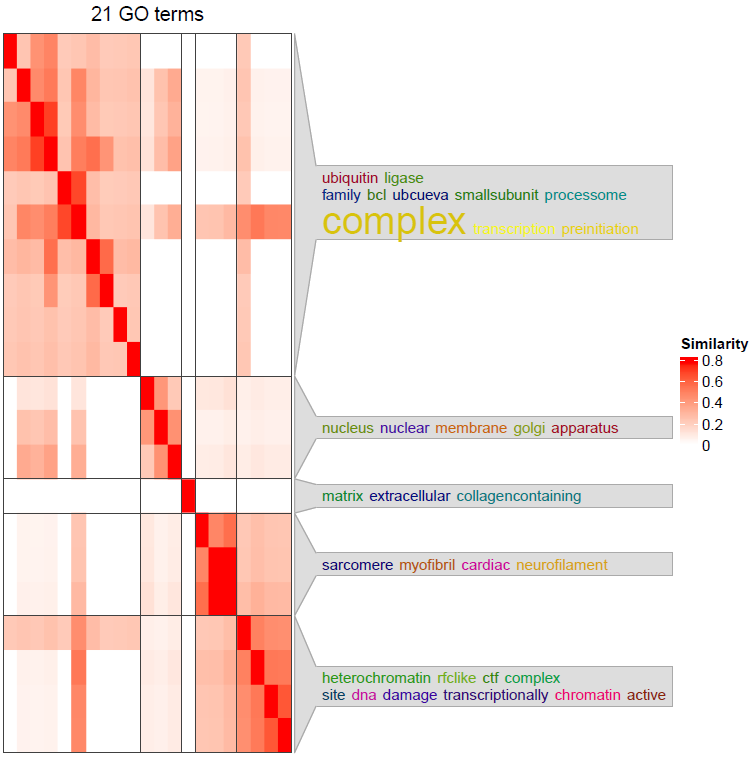

Figure S14: The heatmap corresponding to the 21 over-represented GO-terms cellular component for the comparison between co-culture and DO after 6 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.8.

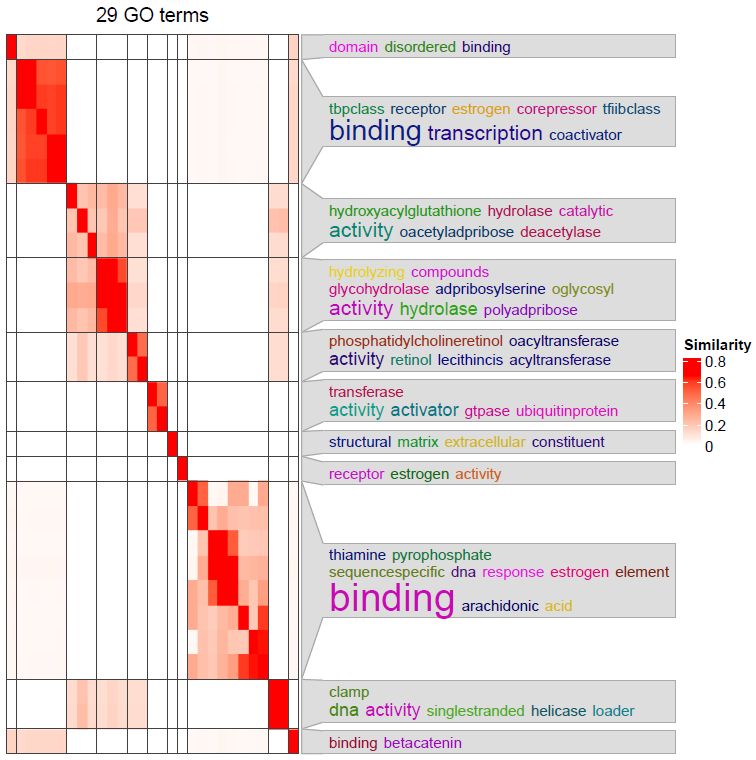

Figure S15: The heatmap corresponding to the 29 over-represented GO-terms molecular function for the comparison between co-culture and DO after 6 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.8.

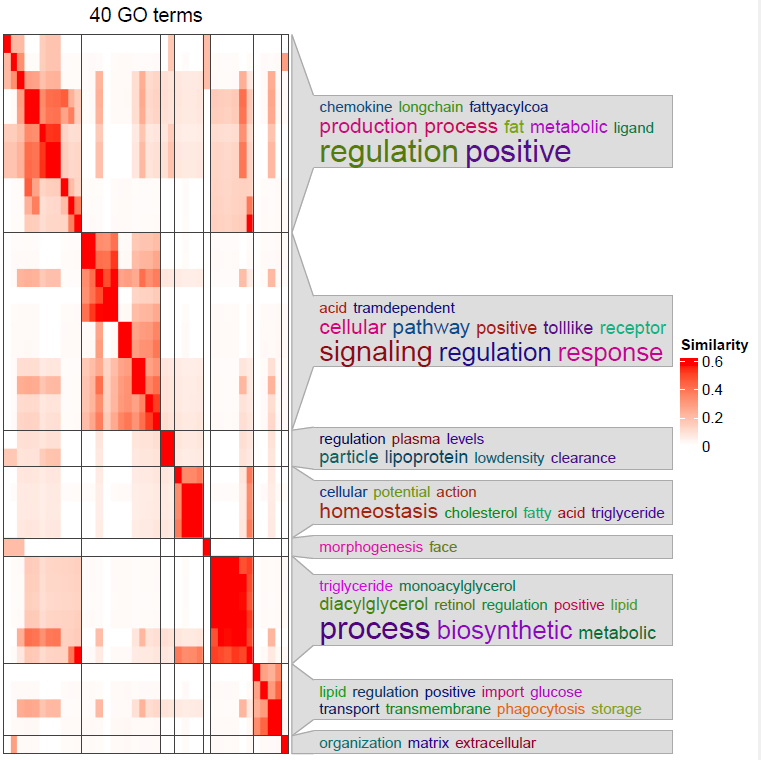

**Figure S16**: The heatmap corresponding to the 40 over-represented GO-terms biological process for the comparison between co-culture and CBX after 1 hour of maturation, with a color gradient from white to red for similarity between 0 – 0.6.

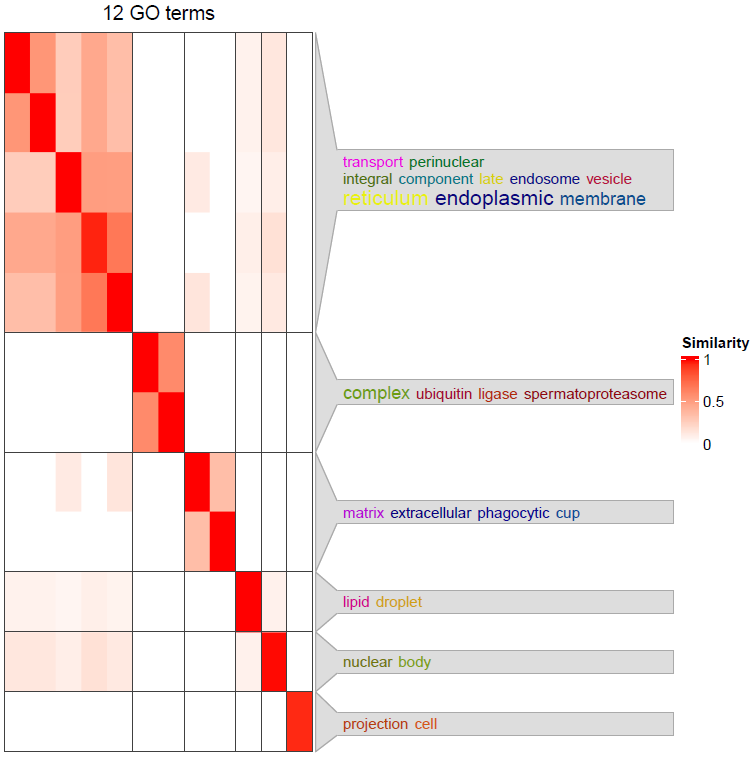

**Figure S17**: The heatmap corresponding to the 12 over-represented GO-terms cellular component for the comparison between co-culture and CBX after 1 hour of maturation, with a color gradient from white to red for similarity between 0 – 1.

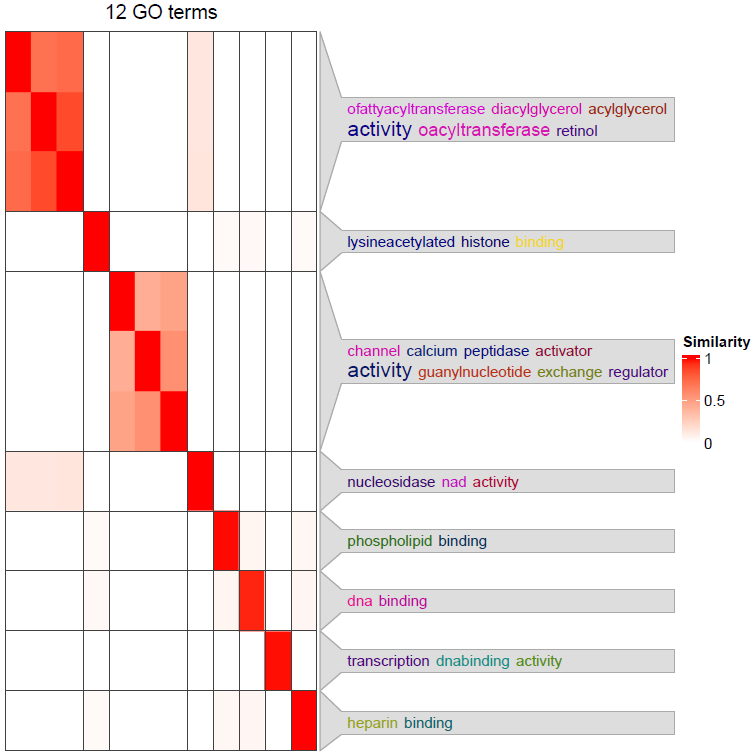

**Figure S18**: The heatmap corresponding to the 12 over-represented GO-terms molecular function for the comparison between co-culture and CBX after 1 hour of maturation, with a color gradient from white to red for similarity between 0 – 1.

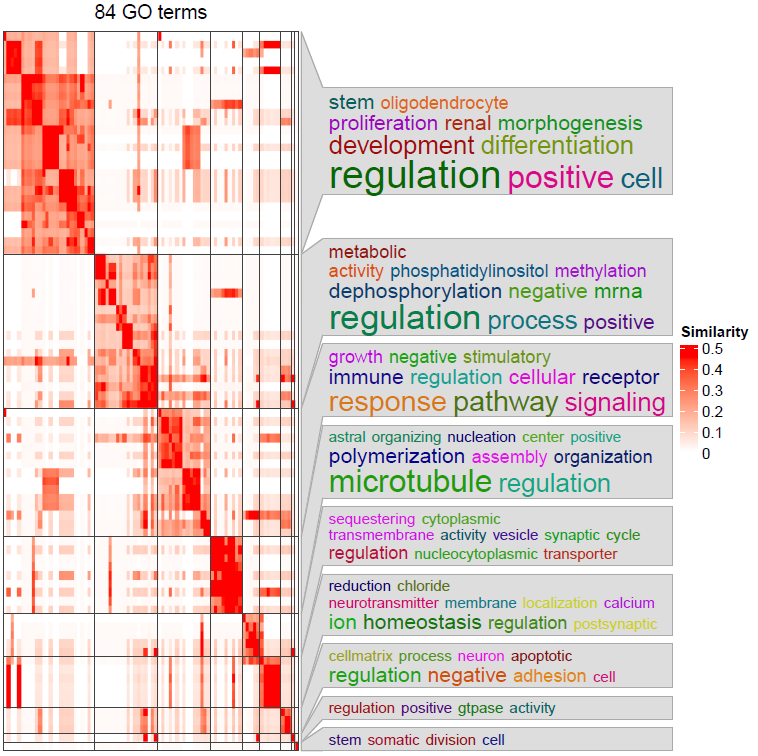

**Figure S19**: The heatmap corresponding to the 84 over-represented GO-terms biological process for the comparison between DO and CBX after 1 hour of maturation, with a color gradient from white to red for similarity between 0 – 0.5.

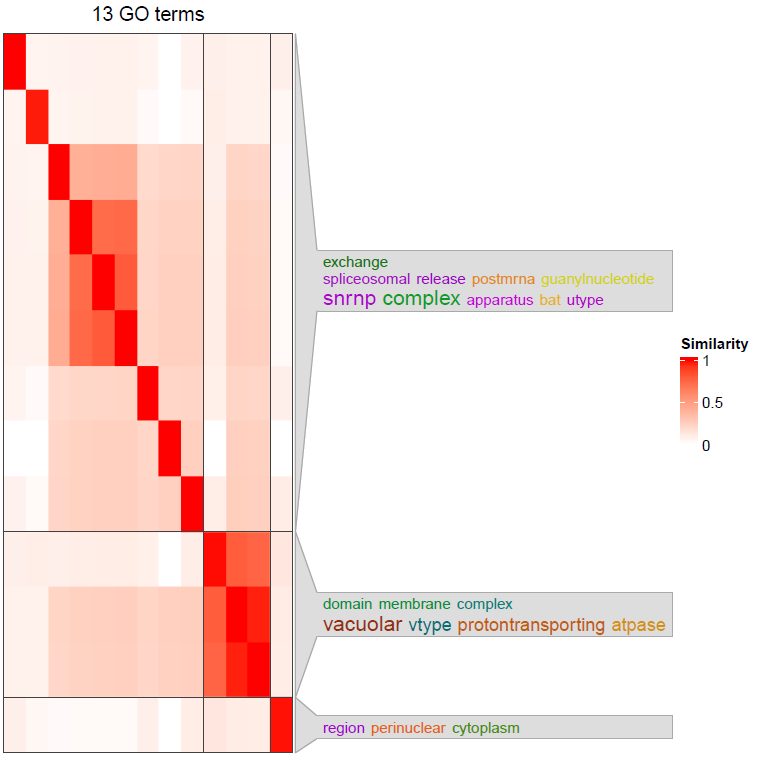

**Figure S20**: The heatmap corresponding to the 13 over-represented GO-terms cellular component for the comparison between DO and CBX after 1 hour of maturation, with a color gradient from white to red for similarity between 0 – 1.

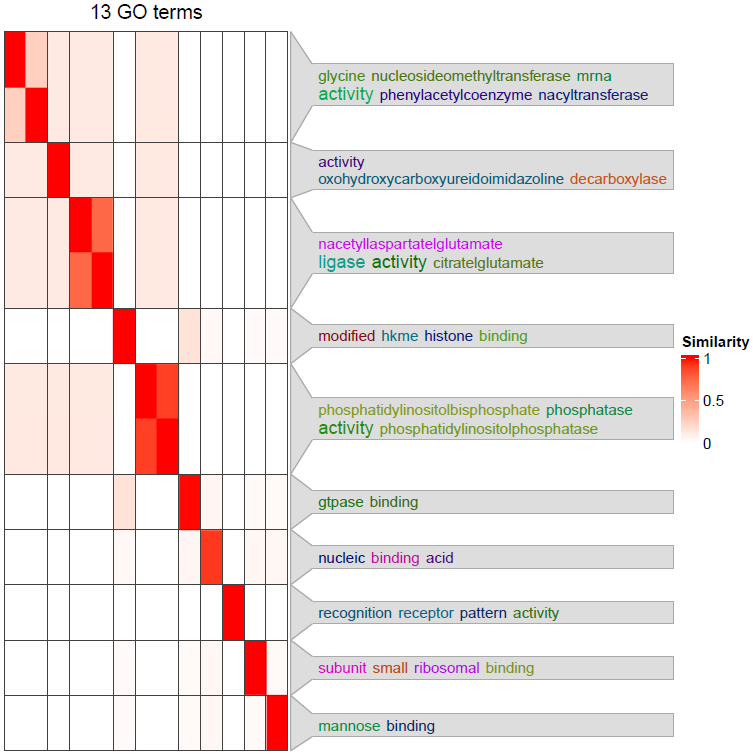

**Figure S21**: The heatmap corresponding to the 13 over-represented GO-terms molecular function for the comparison between DO and CBX after 1 hour of maturation, with a color gradient from white to red for similarity between 0 – 1.

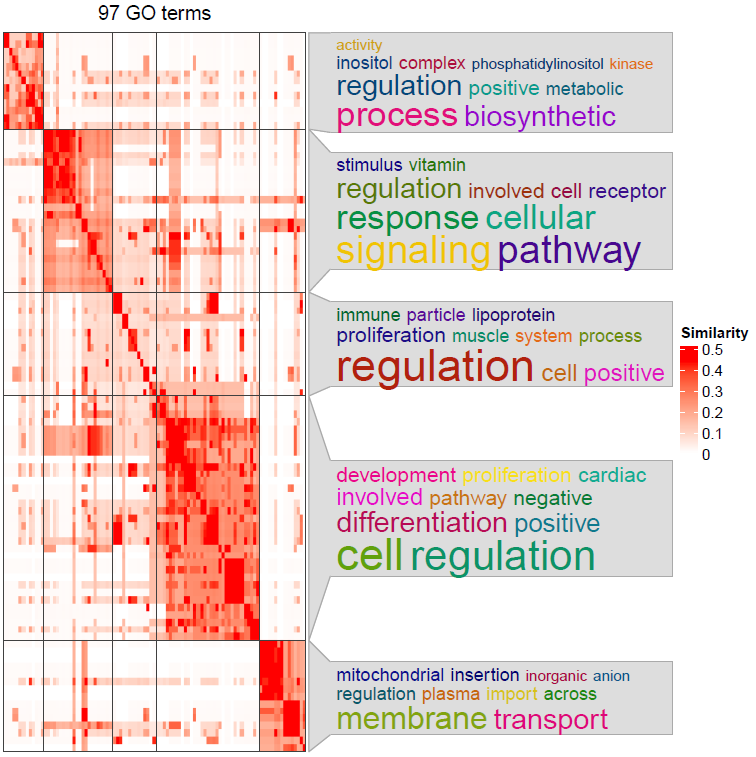

**Figure S22**: The heatmap corresponding to the 97 over-represented GO-terms biological process for the comparison between DO and CBX after 6 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.5.

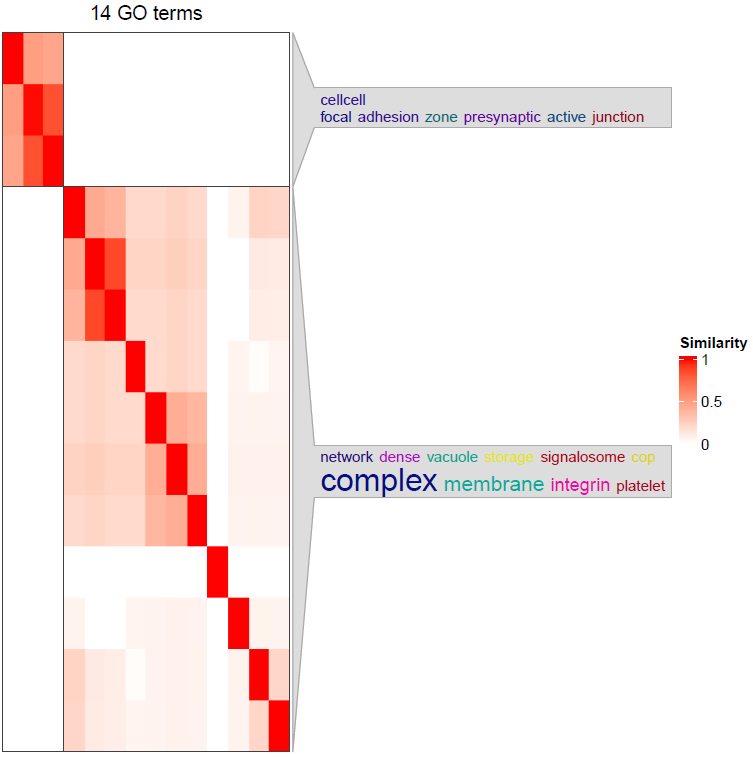

**Figure S23**: The heatmap corresponding to the 14 over-represented GO-terms cellular component for the comparison between DO and CBX after 6 hours of maturation, with a color gradient from white to red for similarity between 0 – 1.

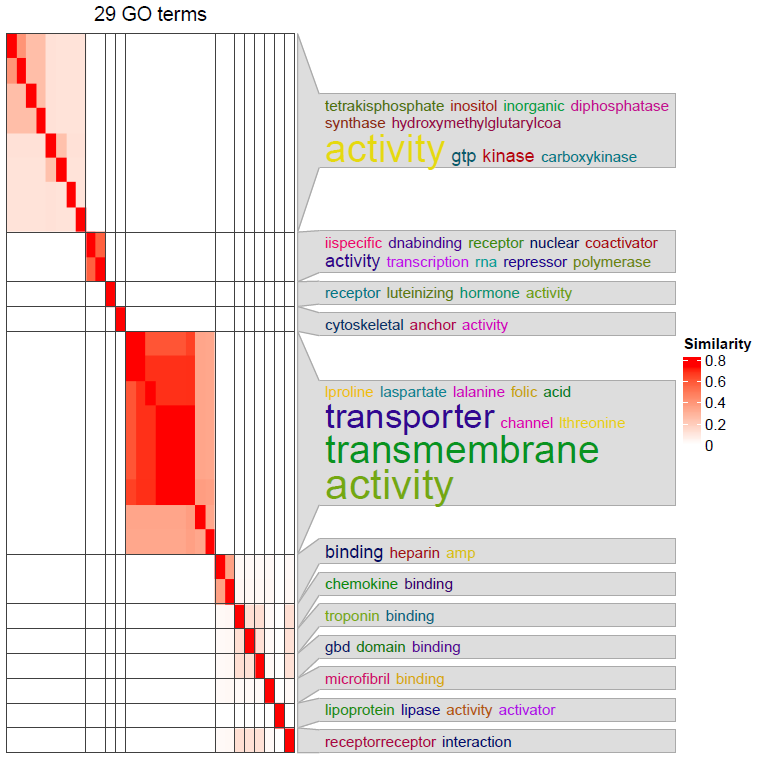

**Figure S24**: The heatmap corresponding to the 29 over-represented GO-terms molecular function for the comparison between DO and CBX after 6 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.8.

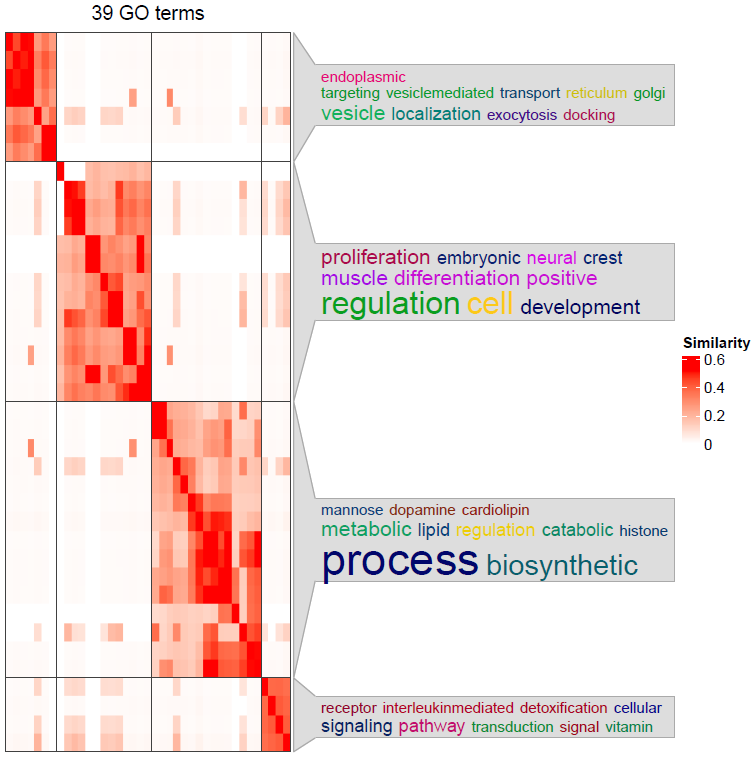

**Figure S25**: The heatmap corresponding to the 39 over-represented GO-terms biological process for the comparison between DO and CBX after 22 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.6.

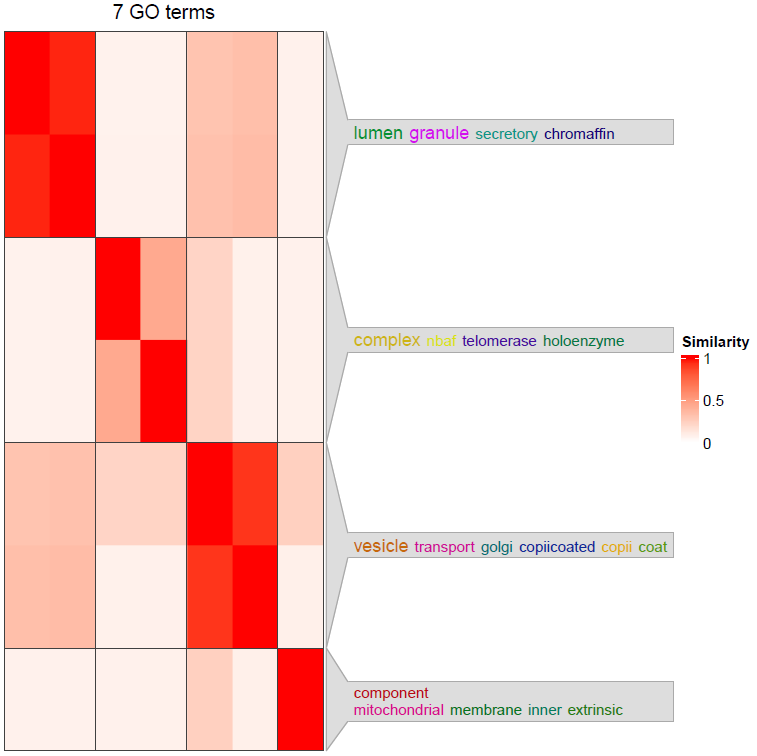

**Figure S26**: The heatmap corresponding to the 7 over-represented GO-terms cellular component for the comparison between DO and CBX after 22 hours of maturation, with a color gradient from white to red for similarity between 0 – 1.

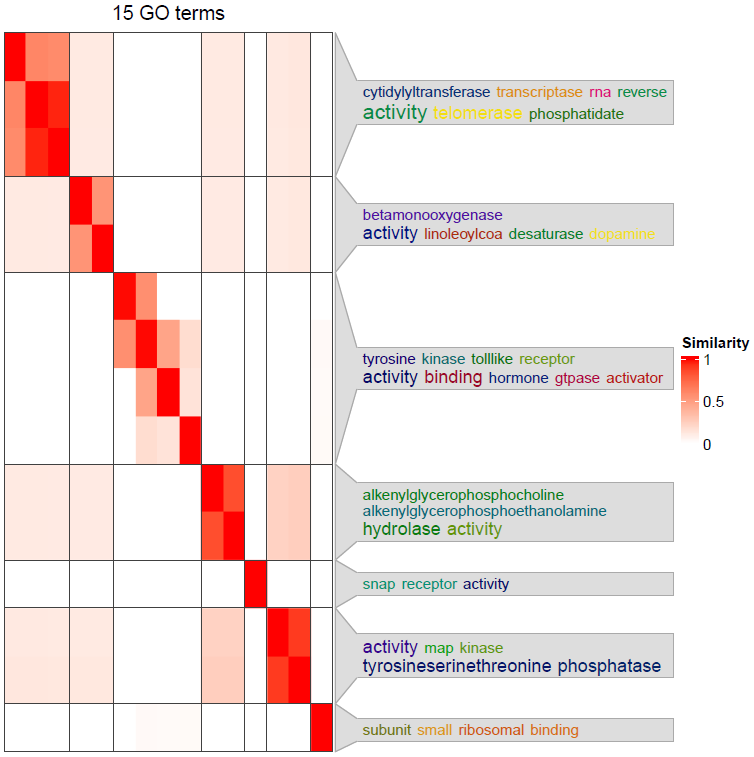

**Figure S27**: The heatmap corresponding to the 15 over-represented GO-terms molecular function for the comparison between DO and CBX after 22 hours of maturation, with a color gradient from white to red for similarity between 0 – 1.

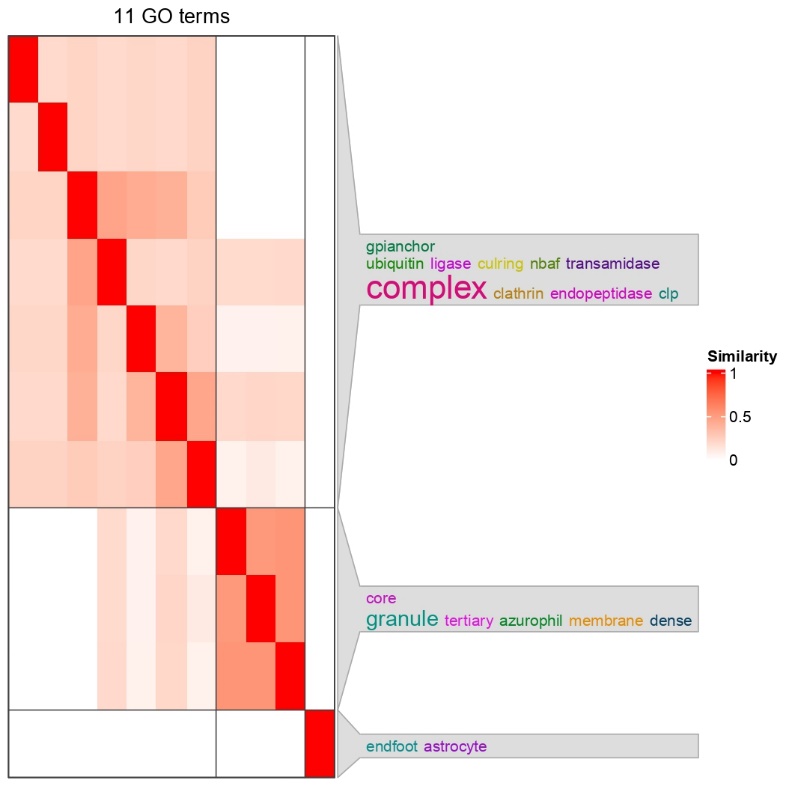

Figure S28: The heatmap corresponding to the 11 over-represented GO-terms from cellular component for the comparison between control and CBX after 22 hours of maturation, white a color gradient from with to red for similarity between 0 – 1.

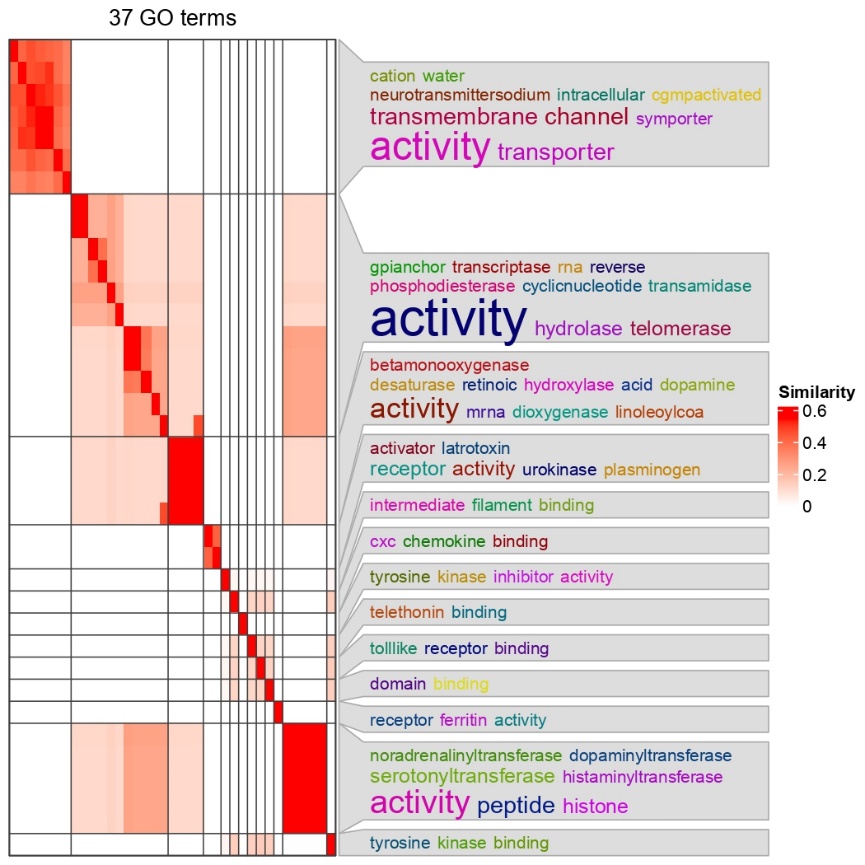

Figure S29: The heatmap corresponding to the 37 over-represented GO-terms from molecular function for the comparison between control and CBX after 22 hours of maturation, with a color gradient from white to red for similarity between 0 – 0.6.

How the deposited data were processed for this re-analysis (not part of the article)

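The samples are 39 miRNA libraries of bovine oocytes: control, CBX, co-culture and DO groups at 1, 6 and 22 h with 3 libraries per group and time point, and 3 control libraries labelled 0 h. Each of the 36 libraries at 1, 6 and 22 h was made from 30 oocytes. The condition and replicate number of each library come from the labels of the study. The deposited values are whole-number counts of reads per mature miRNA. The authors made these counts from reads that had been trimmed, deduplicated by unique molecular identifier with UMI-tools 1.1.1, aligned to ARS-UCD1.2 and assigned to known miRNAs of miRBase or to miRNAs predicted with miRPro 1.1.4, and they did not normalize them. The rule by which reads shared between copies were counted is not named in the paper's text.

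The known and predicted counts were joined into one table of 1995 miRNAs, of which 498 known and 957 predicted had at least 1 count. The paper's supplementary count table holds 1745 of them, and 0 counts differed. The predicted miRNAs found only in the deposited table carry 22.0% of the predicted counts. In all, 364 predicted miRNAs share their counts with another in every library. Total counts per library ranged from 11985 to 175429 over the 39 libraries (median 70069). A floor of 3 counts corresponds to between 17.1 and 250.3 CPM, and floors cover counting error only.

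Comparisons were made with edgeR 4.0.16 (limma 3.58.1) in R 4.3.3, with the edgeR 3 behaviour of the quasi-likelihood fit and without its robust option. Each comparison used its own 6 libraries, filterByExpr with a minimum count of 10 and a minimum total count of 15, TMM normalization, the replicate number as a block, and Benjamini-Hochberg adjustment over the miRNAs tested. The threshold was an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, and the log2 fold change is the second group over the first. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The pairing comes from the replicate numbers in the labels, taken as the ovary pools that the paper's methods enter as batch, and the correlation of same-numbered libraries was checked. The 18 comparisons between groups, 6 comparisons between time points and 2 interactions of group and time were fitted. Exact two-sided permutation tests compared single miRNAs between 3 and 3 libraries.

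The miRNAs named in the text were chosen by a rule fixed beforehand: every miRNA that the paper names as differentially expressed, in the comparison where it names it. To these were added, in each comparison, the miRNAs past the threshold when there were 5 or fewer, and otherwise the 5 with the smallest p. For time comparisons, the 3 with the largest change in each direction, among those past the threshold and changed the same way in every pair, were named. Outside that rule, bta-miR-21-5p and bta-miR-155 were followed across comparisons, and bta-miR-206 and predicted miR-319 were singled out in places, after their values had been seen.

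The edgeR and DESeq2 1.42.0 procedures were tested on simulated data with known changes. Of 467 simulated miRNAs, 197 had changed. The edgeR test recovered 93.9% of these, with 1.60% of its 188 calls false and 0 in the wrong direction, and DESeq2 recovered 85.8% with 0.588% of its 170 calls false. With no change simulated among 469 miRNAs, edgeR called 0, its robust option 1 and DESeq2 1. A large share of the miRNAs was simulated as changed, and the counts were drawn independently with the spread estimated in a single comparison. These rates therefore test the procedures and do not give the power or the share of false calls in the real libraries. DESeq2 was first run with a local dispersion trend and was rerun with its default trend, because the list of alternatives names no trend. The values reported are those of the rerun.

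The alternatives were the absence of the replicate block, other size factors, DESeq2, other low-count filters, library sizes from the deduplicated reads, separate treatment of known and predicted miRNAs, one fit over all libraries, no fold-change threshold, adjustment over all 18 comparisons, the robust option, near-identical copies summed, and leaving out each replicate. The restriction to the miRNAs of the paper's count table, alone and with the robust option, was added after the values had been seen. The combined setting was found by comparing fits with the paper's p-values. The RT-qPCR, injection and pathway experiments of the paper were not analysed here.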

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

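The fits that left out each replicate were listed before the data were examined, but their use as a test of whether a single replicate gave a result of bta-miR-155, like the test of shared counts, was chosen only after the result was seen. Each count of swaps is out of 4 ways to exchange the libraries within replicate numbers, the real one included, so that it cannot fall under a share of 0.05. A swap is counted by its number of calls and not by the miRNA named, and a count of 1 of 4 shows nothing for or against chance. The other 6 of the 10 splits of 6 libraries part 1 same-numbered pair only and were not counted.

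In control oocytes, bta-miR-155 was higher at 22 h than at 1 h by 4.64 on the log2 scale (adjusted p = 2.3e-09 from edgeR's quasi-likelihood test, higher in 3 of 3 pairs). The paper does not report its comparisons between time points, which is why the result stands out. A difference in library size was tested by thinning the 6 libraries to 59384 counts, after which the log2 fold change was 4.61. Without one replicate it was at least 4.56. Of the swaps, 1 of 4 gave as many as the 2 calls of this comparison, the smallest count that the design allows, and the other swaps gave 0. A single replicate was not the source. Thinning keeps each miRNA's expected share of its library, so depth was not excluded by it. In the CBX group the totals fell from 118811, 50091 and 98950 counts at 1 h to 91725, 18796 and 87344 at 22 h. The counts of bta-miR-155 there rose from 146, 15 and 45 to 179, 113 and 309. In the control group the totals went from 91455, 61930 and 59384 to 131920, 74337 and 94375. Its counts there went from 26, 29 and 10 to 840, 911 and 361. These values argue against depth as the source in these groups. The rise in control oocytes was called in 13 of 13 alternatives that kept all replicates and in 3 of 3 fits that left one out. The rise was 2.59 in the CBX group (adjusted p = 0.34) and 3.40 in the co-culture group (adjusted p = 0.090), from the same edgeR test and in 3 of 3 pairs each. With DESeq2 and with library sizes from the deduplicated reads, both of these rises passed the threshold. With the robust option neither did, and without the replicate block only the co-culture rise did. In the DO group, denuded before maturation, the rise was 4.41 (adjusted p = 1.9e-05 from the same edgeR test, higher in 3 of 3 pairs), and cumulus cells left on oocytes were not measured. A change during maturation is a candidate explanation.

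At 22 h, bta-miR-155 was lower in the co-culture group than in the control group by -1.67 on the log2 scale (adjusted p = 0.0021 from edgeR's quasi-likelihood test, lower in 3 of 3 pairs, with pair values from -3.05 to -0.39). It stands out because the paper does not discuss this miRNA. Thinned to 60237 counts, the log2 fold change was -1.81, and without one replicate it was -0.96 at its smallest, where the call was lost. In this comparison 2 of 4 swaps gave as many calls. The adjusted p-value ranged from 4.2e-12 to 0.9985 over 14 alternatives that kept all replicates, and 9 of them called it. With edgeR's robust option the prior degrees of freedom of bta-miR-155 fell to 0.083 and the adjusted p-value was 0.993. The call therefore depended on the setting and on the replicates used, the swaps do not settle whether it arose by chance, and no biological explanation is preferred.

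Predicted miR-559 was higher at 22 h than at 1 h in the DO group by 3.08 on the log2 scale (adjusted p = 2.1e-04 from edgeR's quasi-likelihood test, higher in 3 of 3 pairs). It stands out because the paper does not report its comparisons between time points. Reads shared between copies were tested: predicted miR-559 and predicted miR-560 have the same count in 39 of 39 libraries, so reads shared between them may make both counts one measurement, and the rise itself was not tested against that. In this comparison 1 of 4 swaps gave as many as its 8 calls, the smallest count possible, and the other swaps gave 0. The rise was called in 11 of 12 alternatives that kept all replicates (log2 fold change 2.86 to 3.13), and in 2 of 3 fits that left one out (2.70 to 3.43).

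At 1 h, predicted miR-835 was lower in the DO group than in the CBX group by -1.78 on the log2 scale (adjusted p = 9.0e-04 from edgeR's quasi-likelihood test, lower in 3 of 3 pairs). It stands out because it is absent from the paper's count table. Its counts, 695, 110 and 252 in the CBX replicates and 110, 11 and 130 in the DO replicates, went along with those of predicted miR-559, 1093, 172 and 433 and 166, 20 and 262. Reads shared in part were not tested, and these miRNAs may not be separate results. In this comparison 1 of 4 swaps gave as many as its 7 calls, again the smallest count possible, and the other swaps gave 0. Without one replicate the log2 fold change lay between -2.47 and -1.47 with 1 call in 3 fits. It was called in 9 of 12 alternatives that kept all replicates, and the call depended on the replicates used.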

How the results depend on the processing

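The alternatives were listed before the data were examined, except the restriction to the miRNAs of the paper's count table and its combination with the robust option, which were chosen after the values had been seen. In this part, those added settings were chosen only after the result was seen. The cause of the changes given here was not tested. Of the 38 named results whose side of the threshold is counted below, 0 reversed direction in a fit that could test them. In comparisons outside these, changes of bta-miR-21-5p and bta-miR-155 that were below the threshold reversed under several settings, most often with library sizes from the deduplicated reads. For example, bta-miR-21-5p went from -0.01 to 0.40 in control against co-culture at 1 h and bta-miR-155 from -0.45 to 0.19 in control 0 h against control 1 h with those library sizes, and these are not all such cases. Numbers are miRNAs past the threshold unless stated otherwise, and a number in parentheses beside 0 gives the miRNAs with an unadjusted p-value under 0.05. The numbers listed for a setting are not all that changed. For example, the 8 calls in DO 1 h against DO 22 h became 7 without the replicate block. They became 7 with DESeq2's size factors in edgeR and 9 with DESeq2.

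With the replicate block left out, the numbers were 0 (15) in CBX against DO at 1 h, 0 (12) in CBX against DO at 6 h, 0 (10) in co-culture against DO at 6 h, 0 (8) in control against co-culture at 22 h, 4 in control against DO at 22 h, 0 (12) in CBX against DO at 22 h, 1 in control 1 h against control 22 h and 1 in co-culture 1 h against co-culture 22 h. The sums were 0 over the 6 comparisons at 1 h, 0 over the 6 comparisons at 6 h and 4 over the 6 comparisons at 22 h. 20 named miRNAs kept their side of the threshold, 17 fell below it and 1 rose past it.

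With DESeq2's size factors in edgeR, the numbers were 4 (0 higher, 4 lower) in CBX against DO at 1 h, 4 (4 higher, 0 lower) in CBX against DO at 22 h and 1 (1 higher, 0 lower) in co-culture 1 h against co-culture 22 h. The sums were 4 over the 6 comparisons at 1 h and 5 over the 6 comparisons at 22 h. 36 named miRNAs kept their side of the threshold, 2 fell below it and 0 rose past it.

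With DESeq2 in place of edgeR, the numbers were 1 in CBX against co-culture at 1 h, 3 in CBX against DO at 1 h, 2 in control against DO at 6 h, 2 in CBX against DO at 6 h, 0 (6) in co-culture against DO at 6 h, 7 in control against CBX at 22 h, 0 (12) in control against co-culture at 22 h, 4 in control against DO at 22 h, 4 in CBX against co-culture at 22 h, 4 in CBX against DO at 22 h, 3 in co-culture against DO at 22 h, 2 in control 0 h against control 22 h, 1 in control 1 h against control 22 h, 4 in CBX 1 h against CBX 22 h, 1 in co-culture 1 h against co-culture 22 h and 3 for the CBX effect at 22 h against 1 h. The sums were 4 over the 6 comparisons at 1 h, 4 over the 6 comparisons at 6 h and 22 over the 6 comparisons at 22 h. There the log2 fold change of bta-miR-21-5p in control against CBX at 22 h was -1.07, with an adjusted p-value of 0.034 from DESeq2 and past the threshold. 21 named miRNAs kept their side of the threshold, 11 fell below it and 6 rose past it.

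In the absence of a low-count filter, the numbers were 11 in control against CBX at 1 h, 11 in control against co-culture at 1 h, 7 in control against DO at 1 h, 2 in CBX against co-culture at 1 h, 0 (50) in CBX against DO at 1 h, 7 in co-culture against DO at 1 h, 6 in control against CBX at 6 h, 6 in control against DO at 6 h, 1 in CBX against co-culture at 6 h, 0 (41) in CBX against DO at 6 h, 8 in co-culture against DO at 6 h, 6 in control against CBX at 22 h, 11 in control against co-culture at 22 h, 5 in CBX against DO at 22 h, 7 in co-culture against DO at 22 h, 16 in control 0 h against control 1 h, 4 in control 0 h against control 22 h, 8 in control 1 h against control 22 h, 12 in CBX 1 h against CBX 22 h and 1 in co-culture 1 h against co-culture 22 h. The sums were 38 over the 6 comparisons at 1 h, 21 over the 6 comparisons at 6 h and 29 over the 6 comparisons at 22 h. There the log2 fold change of bta-miR-21-5p in control against CBX at 22 h was -1.18, with an adjusted p-value of 0.036 from edgeR and past the threshold. 20 named miRNAs kept their side of the threshold, 12 fell below it and 6 rose past it.

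Among miRNAs with at least 10 counts in every library, the numbers were 1 in CBX against co-culture at 1 h, 1 in control against co-culture at 6 h, 2 in control against DO at 6 h, 1 in co-culture against DO at 6 h, 1 in control against CBX at 22 h, 6 in control against DO at 22 h, 0 (7) in CBX against DO at 22 h, 11 in CBX 1 h against CBX 22 h and 3 in DO 1 h against DO 22 h. The sums were 8 over the 6 comparisons at 22 h. 21 named miRNAs kept their side of the threshold, 1 fell below it and 5 rose past it.

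For library sizes taken from the deduplicated reads, the numbers were 2 (0 higher, 2 lower) in CBX against co-culture at 1 h, 4 (0 higher, 4 lower) in CBX against DO at 1 h, 0 (26) in CBX against DO at 6 h, 2 (0 higher, 2 lower) in control against CBX at 22 h, 5 (3 higher, 2 lower) in control against DO at 22 h, 26 (2 higher, 24 lower) in CBX 1 h against CBX 22 h, 5 (1 higher, 4 lower) in co-culture 1 h against co-culture 22 h, 4 (4 higher, 0 lower) in DO 1 h against DO 22 h and 1 (0 higher, 1 lower) for the CBX effect at 22 h against 1 h. The sums were 2 over the 6 comparisons at 6 h and 9 over the 6 comparisons at 22 h. 23 named miRNAs kept their side of the threshold, 10 fell below it and 5 rose past it.

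When known and predicted miRNAs were treated separately, the numbers were 7 in co-culture against DO at 1 h, 2 in control against DO at 6 h, 0 (20) in CBX against DO at 6 h, 0 (26) in co-culture against DO at 6 h, 4 in control against CBX at 22 h, 4 in CBX against co-culture at 22 h, 4 in CBX against DO at 22 h, 1 in co-culture against DO at 22 h, 1 in co-culture 1 h against co-culture 22 h and 1 for the CBX effect at 22 h against 1 h. The sums were 14 over the 6 comparisons at 1 h, 2 over the 6 comparisons at 6 h and 14 over the 6 comparisons at 22 h. 23 named miRNAs kept their side of the threshold, 11 fell below it and 4 rose past it.

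In one fit over all 39 libraries, the numbers were 0 (19) in CBX against DO at 1 h, 1 in CBX against co-culture at 6 h, 0 (19) in CBX against DO at 6 h, 0 (7) in co-culture against DO at 6 h, 5 in control against CBX at 22 h, 0 (17) in control against co-culture at 22 h, 2 in CBX against co-culture at 22 h, 2 in control 0 h against control 1 h, 8 in control 0 h against control 22 h, 5 in CBX 1 h against CBX 22 h, 2 in co-culture 1 h against co-culture 22 h and 1 in DO 1 h against DO 22 h. The sums were 0 over the 6 comparisons at 1 h, 1 over the 6 comparisons at 6 h and 8 over the 6 comparisons at 22 h. There the log2 fold change of bta-miR-21-5p in control against CBX at 22 h was -1.1, with an adjusted p-value of 0.015 from edgeR and past the threshold. 18 named miRNAs kept their side of the threshold, 18 fell below it and 2 rose past it.

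Without the fold-change threshold, the number was 2 in control against co-culture at 22 h. 37 named miRNAs kept their side of the threshold, 0 fell below it and 1 rose past it.

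After adjustment over all 18 comparisons, the number was 4 in CBX against DO at 1 h. The sums were 4 over the 6 comparisons at 1 h. 30 named miRNAs kept their side of the threshold, 2 fell below it and 0 rose past it.

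Under the robust quasi-likelihood option, the numbers were 1 in CBX against co-culture at 1 h, 0 (27) in co-culture against DO at 6 h, 6 in control against CBX at 22 h, 0 (29) in control against co-culture at 22 h, 3 in control against DO at 22 h, 1 in control 0 h against control 1 h and 1 for the CBX effect at 22 h against 1 h. The sums were 10 over the 6 comparisons at 22 h. There the log2 fold change of bta-miR-21-5p in control against CBX at 22 h was -1.08, with an adjusted p-value of 0.030 from edgeR and past the threshold. 28 named miRNAs kept their side of the threshold, 3 fell below it and 7 rose past it.

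The near-identical copies summed were predicted miR-318-0 with predicted miR-559, and predicted miR-484 with predicted miR-485. Copies with identical counts, such as predicted miR-560, stayed separate. With near-identical copies summed, the numbers were 4 in CBX against DO at 1 h and 4 in co-culture against DO at 6 h. The sums were 4 over the 6 comparisons at 1 h. 32 named miRNAs kept their side of the threshold, 2 fell below it and 1 rose past it.

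For the miRNAs of the paper's count table, the numbers were 1 in CBX against co-culture at 1 h, 0 (21) in CBX against DO at 1 h, 6 in CBX against DO at 6 h, 4 in co-culture against DO at 6 h, 2 in control against DO at 22 h, 4 in control 1 h against control 22 h, 1 in CBX 1 h against CBX 22 h, 1 in co-culture 1 h against co-culture 22 h and 5 in DO 1 h against DO 22 h. The sums were 1 over the 6 comparisons at 1 h and 4 over the 6 comparisons at 22 h. 27 named miRNAs kept their side of the threshold, 3 fell below it and 3 rose past it.

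On the miRNAs of the paper's count table with the robust option, the numbers were 1 in CBX against co-culture at 1 h, 2 in CBX against DO at 1 h, 5 in CBX against DO at 6 h, 5 in control against CBX at 22 h, 0 (20) in control against co-culture at 22 h, 6 in control against DO at 22 h, 2 in co-culture 1 h against co-culture 22 h and 5 in DO 1 h against DO 22 h. The sums were 3 over the 6 comparisons at 1 h, 7 over the 6 comparisons at 6 h and 12 over the 6 comparisons at 22 h. There the log2 fold change of bta-miR-21-5p in control against CBX at 22 h was -1.07, with an adjusted p-value of 0.040 from edgeR and past the threshold. 18 named miRNAs kept their side of the threshold, 3 fell below it and 12 rose past it.

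Across the 3 fits that each left out one replicate, the numbers ranged from 0 to 13 in CBX 1 h against CBX 22 h, from 0 to 1 for the CBX effect at 22 h against 1 h, from 0 to 3 in CBX against co-culture at 1 h, from 0 to 14 in CBX against co-culture at 22 h, from 0 to 2 in CBX against co-culture at 6 h, from 0 to 8 in CBX against DO at 1 h, from 0 to 18 in CBX against DO at 22 h, from 0 to 8 in CBX against DO at 6 h, from 0 to 12 in co-culture 1 h against co-culture 22 h, from 0 to 8 in co-culture against DO at 1 h, from 0 to 12 in co-culture against DO at 22 h, from 0 to 6 in co-culture against DO at 6 h, from 0 to 6 in control 0 h against control 1 h, from 0 to 1 in control 0 h against control 22 h, from 2 to 4 in control 1 h against control 22 h, from 0 to 4 in control against CBX at 1 h, from 0 to 17 in control against CBX at 22 h, from 0 to 6 in control against co-culture at 22 h, from 0 to 1 in control against DO at 1 h, from 0 to 19 in control against DO at 22 h, from 0 to 2 in control against DO at 6 h and from 0 to 52 in DO 1 h against DO 22 h. The sums over the 6 comparisons ranged from 0 to 15 at 1 h, from 10 to 80 at 22 h and from 4 to 11 at 6 h. The log2 fold change of bta-miR-21-5p in control against CBX at 22 h ranged from -1.30 to -0.87.

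Over the 14 alternatives that kept all replicates, the adjusted p-value of bta-miR-21-5p in control against CBX at 22 h lay between 0.015 and 0.38, its log2 fold change between -1.74 and -0.94, and it passed the threshold in 5. The side of the threshold therefore depended on the setting, and the direction did not in these fits. The libraries sized by deduplicated reads shifted the median log2 fold change of all miRNAs by -0.65 in control against CBX at 22 h, by -0.68 in CBX 1 h against CBX 22 h and by -0.86 in the interaction of CBX with time. A change of about that size there follows the median and is no change relative to it. In that setting the CBX 1 h against CBX 22 h calls split into 2 higher and 24 lower, against no calls (60 with an unadjusted p-value under 0.05) in the TMM fit.

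With a count required in every library of a group, the miRNAs detected in all 4 groups numbered 682 at 1 h, 596 at 6 h and 656 at 22 h, against 1041, 1022 and 1042 with a count in any library. The depth limits detection in the small libraries: 3 counts corresponded to 159.6 CPM in the second CBX replicate at 22 h and to 148.7 CPM in the smallest control library at 6 h, and predicted miRNAs with few counts, such as predicted miR-895 with 2, 1 and 6 counts in the CBX replicates at 22 h, carry the largest counting error. Where a miRNA did not pass a stricter filter or a filter without one replicate, no value was obtained, as for bta-miR-206 in 1 of the 3 fits that left out a replicate.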

Differences from the paper's values

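The restriction to the miRNAs of the paper's count table, alone and with the robust option, was chosen only after the result was seen. The adjusted p-values here come from edgeR's quasi-likelihood test unless DESeq2 is named. A log2 fold change counts as differing when its sign differs or the distance exceeds the SD of the replicate pairs, a mean when the distance exceeds the SD of the replicates and one value is more than 1.5 times the other, and a p-value or a number when one is more than 1.5 times the other. A gap is called closed when this no longer holds. Of the paper's values compared, 0 of 22 log2 fold changes and 0 of 34 mean expression values differed by that rule, though few were equal, while 22 of 22 adjusted p-values and 6 of 18 numbers of differentially expressed miRNAs did. The miRNAs of the paper's count table with the robust option, chosen after the values had been seen, gave the paper's value for all 22 adjusted p-values and all 18 numbers. That setting was found by comparing fits with the paper's p-values: on 5 comparisons, 8 quasi-likelihood settings and a likelihood ratio test were run on the miRNAs of the paper's count table, and fits without the replicate block were run as well. Of those, the robust option alone had been listed before the data were examined, and the others are not reported.

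In CBX against co-culture at 1 h, the adjusted p-values differed as follows. Predicted miR-79 had an adjusted p-value of 0.12 here, and the paper's is 0.00346, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 1.1e-08 to 0.9995 with all replicates).

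In CBX against DO at 1 h, the adjusted p-values differed as follows. Predicted miR-559 had an adjusted p-value of 9.0e-04 here, and the paper's is 0.00605, within 1.5 times of which came DESeq2 (0.0065), library sizes from the deduplicated reads (0.0063) and adjustment over all 18 comparisons (0.0074). For predicted miR-559, the alternatives that kept all replicates spanned 9.4e-06 to 0.9997. bta-miR-206 had an adjusted p-value of 0.0051 here, and the paper's is 0.0443, within 1.5 times of which came DESeq2's size factors in edgeR (0.033) and adjustment over all 18 comparisons (0.034). For bta-miR-206, the alternatives that kept all replicates spanned 8.8e-04 to 0.9997.

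In CBX against DO at 6 h, the adjusted p-values differed as follows. Predicted miR-824 had an adjusted p-value of 4.2e-04 here, and the paper's is 0.00137, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 3.5e-04 to 0.996 with all replicates). Predicted miR-485 had an adjusted p-value of 4.2e-04 here, and the paper's is 0.00181, within 1.5 times of which came DESeq2 (0.0015). For predicted miR-485, the alternatives that kept all replicates spanned 9.5e-05 to 0.996. Predicted miR-318-0 had an adjusted p-value of 0.0045 here, and the paper's is 0.0121, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 0.0029 to 0.996 with all replicates). Predicted miR-484 had an adjusted p-value of 0.0023 here, and the paper's is 0.0136, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 1.1e-04 to 0.996 with all replicates). Predicted miR-457 had an adjusted p-value of 0.0056 here, and the paper's is 0.0224, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 0.0038 to 0.996 with all replicates).

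In co-culture against DO at 6 h, the adjusted p-values differed as follows. Predicted miR-672 had an adjusted p-value of 0.019 here, and the paper's is 0.00102, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 1.3e-04 to 0.9997 with all replicates). Predicted miR-137 had an adjusted p-value of 0.075 here, and the paper's is 0.0365, within 1.5 times of which came DESeq2's size factors in edgeR (0.054), no low-count filter (0.025) and near-identical copies summed (0.043). For predicted miR-137, the alternatives that kept all replicates spanned 0.022 to 0.9997.

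In control against CBX at 22 h, the adjusted p-values differed as follows. Predicted miR-162 had an adjusted p-value of 0.072 here, and the paper's is about 0.011 in Fig. 1C, read by eye, within 1.5 times of which came the robust option (0.0083). For predicted miR-162, the alternatives that kept all replicates spanned 0.0020 to 0.42. Predicted miR-895 had an adjusted p-value of 0.072 here, and the paper's is about 0.015 in Fig. 1C, read by eye, within 1.5 times of which came DESeq2 (0.012), library sizes from the deduplicated reads (0.010) and known and predicted miRNAs treated separately (0.022). For predicted miR-895, the alternatives that kept all replicates spanned 0.0044 to 0.17. Predicted miR-906 had an adjusted p-value of 0.12 here, and the paper's is about 0.021 in Fig. 1C, read by eye, within 1.5 times of which came the robust option (0.017). For predicted miR-906, the alternatives that kept all replicates spanned 0.0020 to 0.19. bta-miR-21-5p had an adjusted p-value of 0.18 here, and the paper's is about 0.040 in Fig. 1C, read by eye, within 1.5 times of which came DESeq2 (0.034), no low-count filter (0.036) and the robust option (0.030). For bta-miR-21-5p, the alternatives that kept all replicates spanned 0.015 to 0.38. Predicted miR-364 had an adjusted p-value of 0.12 here, and the paper's is about 0.040 in Fig. 1C, read by eye, within 1.5 times of which came known and predicted miRNAs treated separately (0.050) and the robust option (0.029). For predicted miR-364, the alternatives that kept all replicates spanned 0.014 to 0.934.

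In control against DO at 22 h, the adjusted p-values differed as follows. Predicted miR-906 had an adjusted p-value of 0.19 here, and the paper's is 5.573e-05, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 1.3e-05 to 0.78 with all replicates). Predicted miR-318-0 had an adjusted p-value of 0.26 here, and the paper's is 0.00373, within 1.5 times of which came replicate 2 left out (0.0031). For predicted miR-318-0, the alternatives that kept all replicates spanned 0.0037 to 0.973. Predicted miR-321 had an adjusted p-value of 0.38 here, and the paper's is 0.00570, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 0.0036 to 0.989 with all replicates). Predicted miR-432 had an adjusted p-value of 0.51 here, and the paper's is 0.0385, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 0.038 to 0.919 with all replicates). Predicted miR-672 had an adjusted p-value of 0.43 here, and the paper's is 0.0385, and none of the alternatives set before the data were examined closed the gap (they and the added ones spanned 0.038 to 0.989 with all replicates). Predicted miR-879 had an adjusted p-value of 0.27 here, and the paper's is 0.0385, within 1.5 times of which came a minimum of 10 counts in every library (0.040). For predicted miR-879, the alternatives that kept all replicates spanned 0.038 to 0.973.

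In CBX against DO at 22 h, the adjusted p-values differed as follows. Predicted miR-895 had an adjusted p-value of 0.025 here, and the paper's is 0.0140, within 1.5 times of which came the robust option (0.014). For predicted miR-895, the alternatives that kept all replicates spanned 4.5e-04 to 0.18.

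The number of differentially expressed miRNAs differed in 6 comparisons. A number does not say which miRNAs passed, so after each number of calls in parentheses follows how many of them the paper names, where it names any. CBX against co-culture at 1 h gave 0 (18 with an unadjusted p-value under 0.05) against the paper's 1. Within 1.5 times of it came DESeq2 (1, 1), a minimum of 10 counts in every library (1, 1) and the robust option (1, 1). CBX against DO at 1 h gave 7, with 6 distinct count profiles, against the paper's 2. Within 1.5 times of it came DESeq2 (3, 1). CBX against DO at 6 h gave 10, with 8 distinct count profiles, against the paper's 5. None of the alternatives set before the data were examined came within 1.5 times of it. Control against CBX at 22 h gave 0 (50 with an unadjusted p-value under 0.05) against the paper's 5. Within 1.5 times of it came DESeq2 (7, 5), no low-count filter (6, 5), known and predicted miRNAs treated separately (4, 4), one fit over all 39 libraries (5, 3) and the robust option (6, 5). Control against co-culture at 22 h gave 1 against the paper's 0. The same number came with no replicate block (0), DESeq2 (0), one fit over all 39 libraries (0), the robust option (0) and replicate 2 left out (0). Control against DO at 22 h gave 0 (34 with an unadjusted p-value under 0.05) against the paper's 6. Within 1.5 times of it came no replicate block (4, 1), DESeq2 (4, 1), a minimum of 10 counts in every library (6, 3), library sizes from the deduplicated reads (5, 2) and replicate 1 left out (6, 2).

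The paper names these miRNAs as differentially expressed where the threshold was not passed here, and other settings passed them. Predicted miR-79 in CBX against co-culture at 1 h passed with DESeq2, no low-count filter, a minimum of 10 counts in every library, library sizes from the deduplicated reads, the robust option and replicate 3 left out, and among the miRNAs of the paper's count table. Predicted miR-137 in co-culture against DO at 6 h passed with no low-count filter and near-identical copies summed, and among the miRNAs of the paper's count table. Predicted miR-162 in control against CBX at 22 h passed with DESeq2, no low-count filter, a minimum of 10 counts in every library, known and predicted miRNAs treated separately, one fit over all 39 libraries, the robust option and replicate 2 left out. Predicted miR-895 in control against CBX at 22 h passed with DESeq2, no low-count filter, library sizes from the deduplicated reads, known and predicted miRNAs treated separately, the robust option and replicate 2 left out. Predicted miR-906 in control against CBX at 22 h passed with DESeq2, no low-count filter, library sizes from the deduplicated reads, known and predicted miRNAs treated separately, one fit over all 39 libraries, the robust option and replicate 2 left out. bta-miR-21-5p in control against CBX at 22 h passed with DESeq2, no low-count filter, one fit over all 39 libraries and the robust option. Predicted miR-364 in control against CBX at 22 h passed with DESeq2, no low-count filter, known and predicted miRNAs treated separately and the robust option. Predicted miR-906 in control against DO at 22 h passed with no replicate block, DESeq2, a minimum of 10 counts in every library, library sizes from the deduplicated reads, the robust option, replicate 1 left out and replicate 2 left out, and among the miRNAs of the paper's count table. Predicted miR-318-0 in control against DO at 22 h passed with a minimum of 10 counts in every library, the robust option, replicate 1 left out and replicate 2 left out. Predicted miR-321 in control against DO at 22 h passed with library sizes from the deduplicated reads and replicate 2 left out. Predicted miR-432 in control against DO at 22 h passed with replicate 2 left out. Predicted miR-672 in control against DO at 22 h passed under none of the alternatives set before the data were examined. Predicted miR-879 in control against DO at 22 h passed with a minimum of 10 counts in every library and replicate 2 left out.

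The paper describes predicted miR-672 as lower in the DO group in its discussion, while its Tables S4 and S5 and the log2 fold changes here (1.93 at 6 h and 1.57 at 22 h) have it higher. The legend of Supplementary Figure S8 names the CBX group, while the text places that figure with the DO group. Table S7 lists predicted miR-589 and predicted miR-723, which the text does not name among the differentially expressed miRNAs. The paper states that more differentially expressed miRNAs were found at later time points, and here the calls numbered 7, 12 and 2 at 1, 6 and 22 h, with other orders under other settings, such as 4, 4 and 22 with DESeq2. The paper states that no differentially expressed miRNA was found between the control and co-culture groups, and here bta-miR-155 passed the threshold at 22 h.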

Other observations

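The tests of the spread borrowed from other miRNAs and of shared counts were chosen only after the result was seen, as was the use of unadjusted p-values for the swaps in comparisons with 0 calls.

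The numbers of swaps that gave as many miRNAs, of 4 with the real one included, were as follows. At 1 h they were 4 for control against CBX, 4 for control against co-culture, 3 for control against DO, 3 for CBX against co-culture, 1 for CBX against DO and 1 for co-culture against DO. At 6 h they were 3 for control against CBX, 3 for control against co-culture, 2 for control against DO, 2 for CBX against co-culture, 1 for CBX against DO and 1 for co-culture against DO. At 22 h they were 1 for control against CBX, 2 for control against co-culture, 2 for control against DO, 1 for CBX against co-culture, 1 for CBX against DO and 1 for co-culture against DO. Between time points they were 1 for control 0 h against 1 h, 3 for control 0 h against 22 h, 1 for control 1 h against 22 h, 1 for CBX, 2 for co-culture and 1 for DO. In control against CBX at 22 h, 50 miRNAs had an unadjusted p-value under 0.05 in the real grouping and at most 17 in the other swaps. In control against DO at 22 h these were 34 and at most 44.

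For the interaction of CBX with time, 14 of 32 swaps gave as many miRNAs with an unadjusted p-value under 0.05 as the real 26, and for the interaction of DO with time 16 of 32 gave as many as the real 23, and 0 miRNAs passed the threshold in either. For bta-miR-21-5p the log2 fold change of CBX against control differed between 22 h and 1 h by -1.16 (standard error 0.34, adjusted p = 0.70 from edgeR's quasi-likelihood test). For predicted miR-906 it differed by -2.27 (standard error 0.39, adjusted p = 0.059 from the same edgeR test).

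The calls over the 6 comparisons of a time point were set against 100 of the 576 relabellings of the 4 groups within replicate numbers, the real one included. As many calls as the real 7 at 1 h came from 27 of 100, as many as the real 12 at 6 h from 2 of 100, and as many as the real 2 at 22 h from 43 of 100. With the miRNAs of the paper's count table and the robust option, chosen after the values had been seen, as many as 3 at 1 h came from 54 of 100, as many as 7 at 6 h from 6 of 100, and as many as 12 at 22 h from 11 of 100. The calls at 6 h in the deposited table were the only sum that fewer than 5 of 100 relabellings matched. The highest numbers were 32, 18 and 37 calls at 1, 6 and 22 h in the deposited table.

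Smaller libraries could lower bta-miR-21-5p in the CBX group at 22 h. Thinned to 18796 counts in each of the 6 libraries, the log2 fold change of CBX against control was -1.22 (adjusted p = 0.075 from edgeR's quasi-likelihood test). Thinning keeps each miRNA's expected share of its library, so it does not exclude an effect of the low yield of the second CBX replicate. It was lower in 3 of 3 pairs. The 1 of 4 swaps above is the smallest count possible and counts all miRNAs, so it shows nothing for or against chance for this miRNA.

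The counts of bta-miR-206 ranged from 0 to 610 over the 39 libraries, and replicates of a group differed widely, as in the control group at 6 h with 3, 610 and 0 counts. RNA from muscle could give such counts, and other miRNAs of muscle were examined. With bta-miR-1 (116 counts, 31 libraries with a count) Pearson's r was 0.043 (p = 0.80) and Spearman's rho 0.035 (p = 0.83, permutation tests with 100000 permutations), and r was -0.13 without the 2 libraries farthest from the median. Its adjusted values were 0.80 for r and 0.83 for rho, since 1 relation of each kind was tested. The miRNAs bta-miR-133a, with 11 counts, and bta-miR-133b, with 0, were too scarce for a correlation. The libraries with the most counts of bta-miR-206, 610, 296, 181 and 172, held 5, 4, 0 and 3 of bta-miR-1. Each of them held 0 of bta-miR-133a. Muscle RNA that carried these miRNAs along would have raised them there, so these counts argue against it for those libraries. No positive relation was found, and no biological explanation was tested.

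Of the 21 calls, 6 had 1 pair changing the other way. Such calls may follow from a spread borrowed from other miRNAs. The smallest prior degrees of freedom among the fits with such calls was 27.0, and in the comparisons of the control group at 22 h it was 4.4, 25.8 and 4.86. The margin over the highest of these was small. In CBX against DO the prior degrees of freedom were 125.0 at 1 h and infinite at 6 h. Predicted miR-484 has the same counts as predicted miR-486 and predicted miR-504 in 39 of 39 libraries, and reads shared between copies may link them.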
